# Meta-analysis of the brain transcriptomes of multiple genetic mouse models of schizophrenia highlights dysregulation in striatum and thalamus

**DOI:** 10.1038/s41398-025-03563-5

**Published:** 2025-09-29

**Authors:** Kira A. Perzel Mandell, Sean K. Simmons, Ajay Nadig, Zohreh Farsi, Wei-Chao Huang, Sameer Aryal, Min Jee Kwon, Bryan Song, Kira Brenner, Nate Shepard, Ally A. Nicolella, Lesley D. O’Brien, Aron H. Lichtman, Joshua Z. Levin, Morgan Sheng

**Keywords:** Molecular neuroscience, Genomics, Schizophrenia

## Abstract

Schizophrenia is a severe mental illness with high heritability, but its underlying mechanisms are poorly understood. We meta-analyzed large-scale brain transcriptomic data from mice harboring individual loss-of-function mutations in seven schizophrenia risk genes (*Akap11*, *Dagla*, *Gria3*, *Grin2a*, *Sp4*, *Srrm2*, *Zmym2*). While all studied brain regions were affected, the striatum and the thalamus emerged as key brain regions of convergence. Striatum showed downregulation of synapse- and oxidative phosphorylation-related gene sets in all models. In the thalamus, mutants separated into two groups based on transcriptomic phenotype: synapse-related gene sets were upregulated in mutants with only schizophrenia and bipolar association, and were downregulated in mutants that are associated with developmental delay/intellectual disability in addition to schizophrenia. Overall, our meta-analysis reveals convergence and divergence in brain transcriptomic phenotype in these schizophrenia genetic models, supports the involvement of striatal disturbance and synapse dysfunction in schizophrenia, and points to a key role of the thalamus.

## Introduction

Schizophrenia (SCZ) is a severe mental illness that affects approximately 0.7% of people globally [1]. Despite being highly heritable, with an estimated heritability of around 80% [2], its underlying pathophysiology is inadequately understood. Genetic studies have identified many associations with schizophrenia, with the latest GWAS identifying 287 significantly associated loci [3]. However, these common variant associations have low effect sizes (odds ratio typically < 1.2) and are usually in non-coding regions of the genome [4].

A recent study from the Schizophrenia Exome Sequencing Meta-Analysis (SCHEMA) consortium identified rare coding variants that confer substantial risk for schizophrenia, implicating 10 genes at an exome-wide significance level (p < 2.14 × 10^−6^), and 32 genes at a false discovery rate (FDR) < 5% [5]. These “SCHEMA genes” (a term we use here to include the FDR < 0.05 genes) harbor protein-truncating variants (PTVs) and damaging missense variants that were found to be associated with schizophrenia. Unlike common variants, these variants have a large effect on disease risk (odds ratio 2–50) and clearly cause loss of function of a specific gene, making them better suited for biological investigation. The study of these SCHEMA genes may allow us to gain insight into the functional molecular changes underlying schizophrenia by understanding the function of the genes themselves and also by understanding the consequences of their loss-of-function (LoF) in animal models [6].

The schizophrenia risk genes identified in the SCHEMA study have diverse molecular functions. In this study we focus on seven of these genes for which we have extensive RNA-seq data from mutant mice. Three of them have functions directly related to synaptic signaling. *Grin2a* encodes a subunit of the N-methyl-D-aspartate (NMDA) receptor, a postsynaptic glutamate receptor that is implicated in schizophrenia by psychopharmacology [7], and is also a common-variant risk gene by GWAS fine-mapping [3]. Mice heterozygous for a LoF mutation of *Grin2a* model several aspects of schizophrenia and show large-scale transcriptomic changes across the brain [8]. Notably, hypomorphic mutations in *Grin1* (an obligate subunit of NMDARs) also result in schizophrenia-like behaviors in mice [9]. *Gria3* encodes an AMPA receptor subunit - another subtype of postsynaptic glutamate receptor [10]. *Dagla* encodes diacylglycerol lipase alpha, an enzyme involved in the biosynthesis of the endocannabinoid, 2-arachidonoylglycerol (2-AG), which plays a role in synaptic signaling [11]. Three other selected SCHEMA genes have functions related to transcription and mRNA processing. *Sp4*, which encodes a transcription factor, has additionally been genetically linked to schizophrenia through GWAS fine-mapping [3], and may also be genetically associated with bipolar disorder (BP) [12]. *Srrm2* encodes an RNA binding protein, localized in nuclear speckles and involved in RNA splicing [13]. *Zmym2* encodes a zinc-finger protein which has been implicated in transcriptional regulation through its binding and modulation of transcription factors and histone modifiers [14, 15]. Finally, *Akap11* encodes an A-kinase anchoring protein, which interacts with several signaling factors including PKA [16]. *Akap11* LoF mutations are also associated with bipolar disorder [17].

As with many complex diseases, schizophrenia has overlapping genetic risk with other disorders, such as bipolar disorder as noted above [18]. A sizable fraction of genes identified in the SCHEMA study (SCHEMA genes) also show an association with neurodevelopmental disorders, developmental delay, and intellectual disability (DD/ID) [5, 17]. Rare coding variants in *Srrm2* and *Zmym2* showed an association with DD/ID when tested in a separate, previously published DD/ID cohort [19]. On the other hand, *Akap11*, *Sp4*, *Gria3*, and *Dagla* do not have known associations to DD/ID and appear to be relatively “SCZ/BP-specific.” *Grin2a* shows genetic association with DD/ID, however there appears to be allelic segregation - schizophrenia is associated with protein-truncating LoF variants whereas DD/ID is associated with missense mutations including dominant-negative gain-of-function mutations [5, 20].

While SCHEMA genes are varied in their molecular functions and disease associations, they have in common their association to schizophrenia. Thus, we hypothesized that mouse mutants in SCHEMA genes would show some degree of phenotypic convergence in the brain - as measured by systematic transcriptomic analysis (bulk RNA-seq) of multiple brain regions - which might give insights into the molecular mechanisms and systems-level brain alterations of schizophrenia.

## Results

### Widespread changes in brain transcriptome among SCHEMA mouse mutants

In order to understand the effect of schizophrenia risk gene heterozygous loss of function in the brain, knockout mouse lines were studied for seven individual genes identified by SCHEMA. These genes were *Gria3* [21], *Grin2a* [8], *Sp4* [22], *Akap11* [23], *Dagla*, *Srrm2* [24], and *Zmym2* [25]. As a comparator, we also included a mouse mutant that carries a null mutation (C456Y) in *Grin2b* [8, 26], a gene that is not genetically associated with schizophrenia, but is associated with autism spectrum disorder [27] (ASD) and DD/ID [28].

We focused our meta-analysis on heterozygous mutant mice because heterozygosity is the genotype of SCHEMA cases in humans. Furthermore, for *Srrm2*, *Zmym2*, and *Grin2b*, the homozygous mutant is not viable, and for *Gria3*, an X-linked gene, the mutant male mice had a hemizygous genotype (−/y). Bulk RNA sequencing was performed to measure the transcriptomic changes caused by these SCHEMA gene mutations (compared with wild-type littermate controls), examining six brain regions (hippocampus, prefrontal cortex (PFC), substantia nigra, striatum, somatosensory cortex (SSC), and thalamus) at 1 and 3 months of age (Supplemental Fig. 1A, Supplemental Table 1). 

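*Dagla* encodes diacylglycerol lipase alpha, which makes the endocannabinoid 2-arachidonoylglycerol, and lies on chromosome 19 from 10245265 to 10304877 of GRCm38. At 1 month its RNA was at 206 ± 51.6 (SD, n = 6) CPM (counts scaled to the normalized library total) in wild-type striatum, 151 ± 19.4 (SD, n = 5) in *Dagla*+/- striatum and 149 ± 29.7 (SD, n = 5) in knockout striatum. In thalamus the levels were 204 ± 53.1 (SD, n = 6), 177 ± 22.4 (SD, n = 5) and 135 ± 45.9 (SD, n = 5), and in hippocampus 288 ± 60.4 (SD, n = 6), 245 ± 28.0 (SD, n = 4) and 197 ± 72.5 (SD, n = 5) in the same order. The PFC had 149.7 ± 33.4 (SD, n = 6) in wild-type, 142 ± 4.63 (SD, n = 5) in *Dagla*+/- and 129 ± 12.1 (SD, n = 5) in knockout mice, and the SSC 207 ± 44.0 (SD, n = 6), 178 ± 13.2 (SD, n = 5) and 153 ± 40.6 (SD, n = 5). Substantia nigra had the lowest level, with 66.5 ± 17.0 (SD, n = 6), 52.8 ± 4.91 (SD, n = 5) and 52.2 ± 8.26 (SD, n = 5). At 3 months the hippocampus had 276 ± 19.9 (SD, n = 5), 187 ± 33.0 (SD, n = 5) and 155 ± 18.1 (SD, n = 5), and the SSC 183 ± 29.1 (SD, n = 5), 131 ± 10.1 (SD, n = 5) and 113 ± 10.4 (SD, n = 5). In the other regions at 3 months, the wild-type, *Dagla*+/- and knockout means were 149, 131 and 92.8 in PFC, 135, 148 and 119.9 in striatum, 154, 138 and 128 in thalamus, and 51.0, 52.2 and 50.7 in substantia nigra. The nearly empty libraries wild-type 2 of striatum and knockout 5 of PFC enter these means at 0 CPM; the other wild-type striatum libraries had 146 to 181 and the other knockout PFC libraries 99.9 to 134, so the order of wild-type and *Dagla*+/- means in striatum rests on the nearly empty library. No *Dagla*+/- comparison of *Dagla* itself passed edgeR's quasi-likelihood test, with adjusted p from 0.197 to 1.000. At 1 month, in each of the 6 regions, the library labelled wild-type 6 had a *Dagla* level nearer the knockout mean and the library labelled knockout 5 a level nearer the wild-type mean. The files give the genotype of every library and no reporter or cassette of the allele, so directions at 1 month rest on these labels. 

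**Figure D1:**
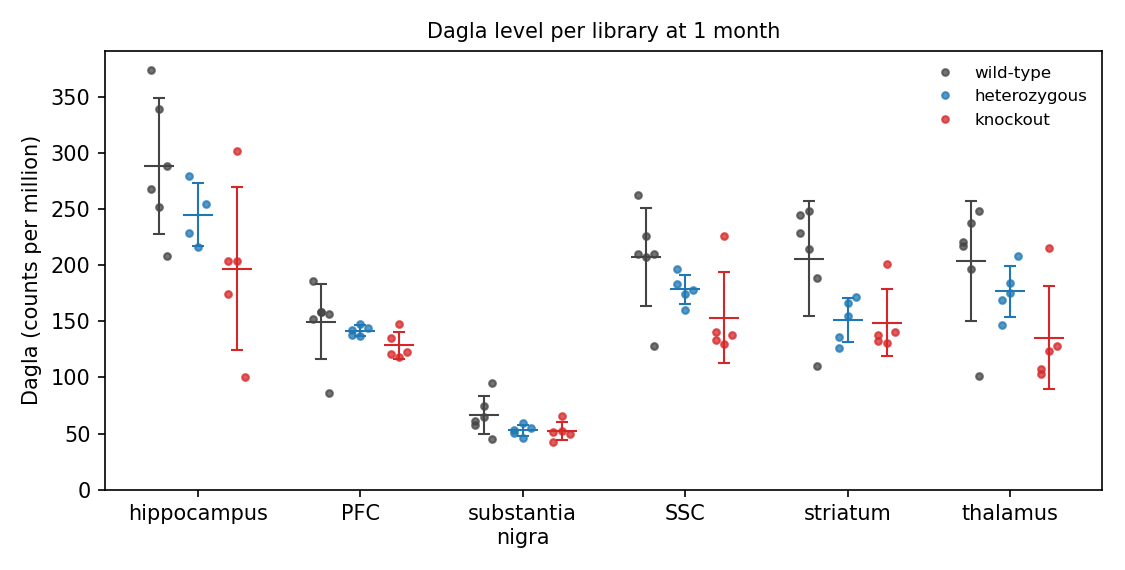
*Dagla* in CPM (vertical axis) in each brain region at 1 month (horizontal axis). Each point is 1 library, the horizontal line is the mean and the bar the SD. Wild-type striatum averaged 206 and the lowest wild-type library there, labelled wild-type 6, had 111.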

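The data behind the *Dagla* results are bulk RNA sequencing libraries of the 6 regions, with 95 libraries at 1 month (labelled 4 weeks) and 90 at 3 months (labelled 12 weeks). Each region held 6 wild-type, 5 *Dagla*+/- and 5 knockout libraries at 1 month, except hippocampus with 4 *Dagla*+/-, and 5 of each genotype at 3 months. The authors aligned the reads to an mm10 transcriptome and estimated counts per gene with Salmon, and the deposited values are these estimated counts. They were rounded to whole numbers and tested in edgeR with TMM normalization, over genes with at least 10 counts summed across the libraries of a comparison, and p was adjusted by Benjamini-Hochberg. Total counts per library ran from 21895353 to 83289830 at 1 month. At 3 months they ran from 15045961 to 122533010, apart from wild-type 2 of striatum with 2315 counts and knockout 5 of PFC with 2428. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, and their adjusted p covers the lists tested in that comparison. The paper compares each heterozygous mutant with its wild-type littermates in the same region and at the same age.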

We selected these ages because 1 month and 3 months age in mice correspond roughly to adolescence and early adulthood, respectively, and this developmental period is when the onset of schizophrenia peaks in humans.

Based on the number of differentially expressed genes (DEGs, defined as differentially expressed with FDR < 0.05, see Methods, Supplemental Table 2), all tested brain regions and ages were affected by these SCHEMA mutations (+/− or −/y). By DEG count, the most highly affected brain region and the most affected age varied across SCHEMA mutants (Fig. 1A). For example, the *Sp4*^*+/−*^ mutant had more DEGs at 1 month than 3 months and had the greatest number of DEGs in the substantia nigra, whereas *Grin2a*^*+/−*^ overall had more DEGs at 3 months and the most DEGs in the PFC. 

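In *Dagla*+/- striatum at 3 months 27 genes fell and 0 rose at an adjusted p under 0.05 from edgeR. The *Dagla*+/- mice had 0 genes past this threshold in the other 11 combinations of region and age, among 18777 to 19747 genes tested. The genes that fell in striatum by the largest amounts and in all 5 *Dagla*+/- libraries were predicted genes without a known role. *Gm26723*, on chromosome 12 from 100208988 to 100209814, had a log2 fold change of −3.08 (standard error 0.50, adjusted p = 0.0215 from edgeR), and *Gm26582*, *Gm14703*, *Gm20721* and *Gm26825* had −2.39, −2.20, −2.13 and −2.08. With the nearly empty library wild-type 2 left out, edgeR called 0 genes in this comparison, and DESeq2 called 75, an alternative chosen after the data were seen. Without wild-type 1 the edgeR count was 6, without wild-type 3 it was 17, and without *Dagla*+/- 1, 3 and 5 it was 55, 4 and 17. Genes at an unadjusted p under 0.05 in edgeR numbered 4111 in striatum, 1406 in thalamus, 877 in substantia nigra, 866 in SSC, 632 in PFC and 595 in hippocampus at 1 month. At 3 months they numbered 2137 in PFC, 2043 in substantia nigra, 1990 in striatum, 1029 in SSC, 531 in thalamus and 410 in hippocampus. By DESeq2's Wald test, 685 genes passed an adjusted p of 0.05 in striatum at 1 month, 13 in thalamus, 3 in substantia nigra, 2 in PFC, 2 in SSC and 0 in hippocampus. The same test gave 69 in PFC, 30 in SSC, 13 in substantia nigra, 8 in thalamus, 4 in hippocampus and 0 in striatum at 3 months. From counts of this kind, the paper concludes that the most affected region and age differ between SCHEMA mutants (Fig. 1A).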

*Sp4*^*+/−*^, *Srrm2*^*+/−*^, and *Zmym2*^*+/−*^ mutants in general showed more DEGs than the other SCHEMA mutants (Fig. 1A), which is perhaps not surprising since *Sp4*, *Srrm2*, and *Zmym2* are known to have direct functions related to transcription and RNA processing. The *Sp4* analysis also included more biological replicates, which could increase the number of DEGs detected. 

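*Grin2a* encodes the GluN2A subunit of the NMDA receptor and lies on chromosome 16 from 9567898 to 9995560 of GRCm38, and *Grin2b* encodes the GluN2B subunit and lies on chromosome 6 from 135713233 to 136173511. In substantia nigra at 1 month, *Grin2a* was at 66.6 ± 11.5 (SD, n = 5) CPM in wild-type, 40.4 ± 8.55 (SD, n = 5) in *Grin2a*+/- and 24.0 ± 1.04 (SD, n = 5) in *Grin2a* knockout mice. At 3 months it was at 67.2 ± 19.0 (SD, n = 5), 54.4 ± 37.2 (SD, n = 5) and 20.4 ± 3.25 (SD, n = 5) in the same order. Of these, 1 library labelled *Grin2a*+/- had 120.3, above the highest wild-type library (88.8). *Grin2b* was at 123 ± 50.5 (SD, n = 5) CPM in wild-type and 109.9 ± 58.4 (SD, n = 5) in *Grin2b*+/- substantia nigra at 1 month, and at 82.4 ± 19.9 (SD, n = 5) and 77.5 ± 16.5 (SD, n = 5) at 3 months. The log2 fold change of the mutated gene was −0.72 (standard error 0.16, adjusted p = 0.934) and −0.31 (standard error 0.36, adjusted p = 0.878) in *Grin2a*+/- mice at 1 and 3 months, from edgeR's quasi-likelihood test. In *Grin2b*+/- mice it was −0.17 (standard error 0.36) and −0.09 (standard error 0.16). Neither direction held with each library left out: the *Grin2b* change was 0.0390 without wild-type 4 at 1 month and 0.0619 without wild-type 1 at 3 months. Without *Grin2a*+/- 6, the library with the high level, the *Grin2a* change at 3 months was −0.83. The paper calls the *Grin2b* allele a null mutation and names it as an amino acid substitution, which need not lower the RNA level. The files hold 1 count per gene over all its exons, so the values do not separate RNA of the wild-type allele from RNA of the mutant allele.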

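The libraries of these lines analysed here come from substantia nigra, with 5 wild-type and 5 heterozygous mice per line and age and 5 *Grin2a* knockout mice per age. Total counts ran from 35276870 to 54867449 in the *Grin2a* line at 1 month and from 16082906 to 36750776 at 3 months. In the *Grin2b* line they ran from 37030034 to 63792286 and from 16392473 to 34180345. The values are Salmon's estimated counts, deposited by the authors in the same form as for the *Dagla* line, and were tested in the same way. No gene passed an adjusted p of 0.05 in edgeR in *Grin2a*+/- substantia nigra at 1 month (778 at an unadjusted p under 0.05) or at 3 months (1327), while DESeq2 called 1 and 36. In *Grin2b*+/- substantia nigra edgeR called 0 at both ages, with 1567 and 1535 at an unadjusted p under 0.05, and DESeq2 called 52 at 1 month and 184 at 3 months. Without wild-type 5, edgeR called 280 genes in *Grin2b*+/- mice at 1 month. The difference between the ages was tested as its own contrast, in which edgeR called 0 genes for *Grin2a*+/- (764 at an unadjusted p under 0.05) and 0 for *Grin2b*+/- (2141), and DESeq2 called 0 and 105. The paper relates the different age trends of the lines to the earlier expression of *Grin2b* and the later expression of *Grin2a* in development.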

*Grin2a*^*+/−*^ and *Grin2b*^*+/−*^ mutants had many DEGs but interestingly their trends over age differed *Grin2a*^*+/−*^ had more DEGs at 3 months, while *Grin2b*^*+/−*^ had more DEGs at 1 month, correlating with the earlier expression of *Grin2b* and the later expression of *Grin2a* during brain development in mice [29].

**Fig. 1:**
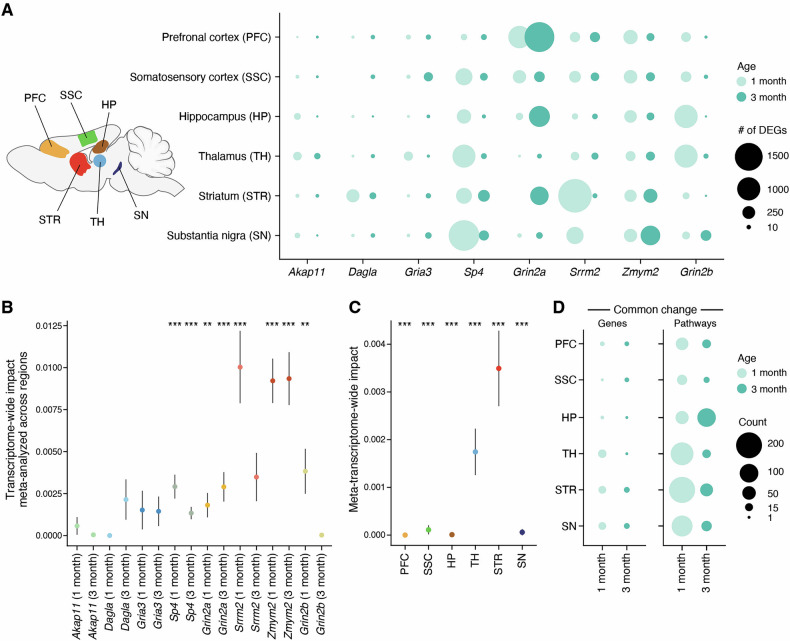
Overview of transcriptomic impact of SCHEMA mutants and Grin2b. **A** Number of differentially expressed genes (DEGs) for each mutant, brain region, and age. DEGs defined by FDR < 0.05. Color represents age and size represents number of DEGs. **B** Transcriptome wide impact (TWI) of each mutant at each age. TWI was meta-analyzed across all brain regions within a mutant and age. Error bars represent estimated standard error (see Methods). **C** Meta-transcriptome wide impact in each brain region. TWI was meta-analyzed across SCHEMA mutants and ages for each brain region. **D** Number of overlapping genes and pathways across SCHEMA mutants for each brain region and age. Overlapping as defined by p < 0.05 in ≥ 4 SCHEMA mutants. Stars indicate significance, * : FDR < 0.05, ** : FDR < 0.01, *** : FDR < 0.001.

While counting significant DEGs can provide insight into magnitude of transcriptomic change, this measure is biased by statistical power, such that better-powered experiments (for instance, those with greater n number) will tend to yield more significant DEGs. To mitigate this potential source of bias, we additionally performed Transcriptome-Wide Analysis of Differential Expression (TRADE, see Methods) [30]. TRADE estimates the distribution of differential expression effects across the whole transcriptome, rather than individual genes, allowing us to measure transcriptome-wide impact while avoiding bias from sample size. We estimated the transcriptome-wide impact (TWI) for each individual brain region at each age for each SCHEMA mouse mutant (Supplemental Fig. 1B, Supplemental Table 3), and we also meta-analyzed the TWI scores for each mutant across brain regions to assess broader patterns across different mutants (Fig. 1B, Supplemental Table 3, see Methods). This TRADE analysis corroborated that mutants in SCHEMA genes with transcriptional or nuclear function (*Sp4, Srrm2, Zmym2*) had generally larger effects on the transcriptome than others such as *Akap11* and *Dagla* (Fig. 1B, Supplemental Fig. 1B). TRADE analysis also confirmed that different mutants show different patterns in transcriptome-wide impact between 1 and 3 months. For example, *Sp4*^*+/−*^ and *Srrm2*^*+/−*^ and *Grin2b*^*+/−*^ had a greater TWI at 1 month than at 3 months, while *Grin2a*^*+/−*^ and *Dagla*^*+/−*^ had a greater TWI at 3 months. 

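The variance of heterozygous effects across genes, the quantity behind the transcriptome-wide impact, was computed per region and age from DESeq2 log2 fold changes with surrogate variables as covariates, since TRADE itself was not used here. In *Dagla*+/- mice it was higher at 3 months than at 1 month in 4 of 6 regions over genes with at least 10 counts (exact sign-flip test, 2-sided p = 0.312), and in 4 of 6 over the genes kept by edgeR's filterByExpr (p = 0.531 by the same exact test). The test treats the 6 regions as independent, although the *Dagla* brains were obtained whole and the regions can share animals. Over the filterByExpr genes, which leave out genes counted in a few libraries alone, the values at 1 month were 0.00105 ± 0.0330 in hippocampus, 0.000269 ± 0.00408 in PFC, 0.000458 ± 0.0168 in substantia nigra, 0.00961 ± 0.00768 in SSC, 0.00418 ± 0.0165 in striatum and 0.00182 ± 0.00640 in thalamus, each with its jackknife standard error. At 3 months they were 0.000478 ± 0.00812 in hippocampus, 0.00256 ± 0.00926 in PFC, 0.00954 ± 0.0250 in substantia nigra, 0.00488 ± 0.00985 in SSC, 0.00579 ± 0.0255 in striatum and 0.00307 ± 0.0128 in thalamus. In substantia nigra the *Grin2a*+/- values were 0.000833 ± 0.00262 at 1 month and 0.00260 ± 0.00561 at 3 months, and the *Grin2b*+/- values 0.00519 ± 0.0214 and 0.00382 ± 0.00450. Over all genes with at least 10 counts, the *Grin2a*+/- values were 0.0479 ± 0.0616 and 0.0734 ± 0.0987 and the *Grin2b*+/- values 0.138 ± 0.118 and 0.111 ± 0.112. Each age is 1 value per region, so the exact test over 6 regions has a smallest p of 0.0312, and the substantia nigra values of the NMDA receptor lines have no test of the age difference.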

*Zmym2*^*+/−*^ had a consistently strong TWI across both ages (Fig. 1B). Thus DEG count and TWI score are largely consistent with each other (compare Fig. 1A and Supplemental Fig. 1B).

### Striatum and thalamus show the greatest and most convergent transcriptomic impact across SCHEMA mutants

A key systems-level question that we wanted to address is, which brain regions are particularly affected in SCHEMA mutant mice? Meta-analysis of transcriptome-wide impact scores by brain region across ages and SCHEMA mouse mutants showed that the striatum had the highest meta-TWI score, followed by thalamus (Fig. 1C, Supplemental Table 3). The other regions (PFC, SSC, HP, SN) had much lower meta-TWI scores–although all are statistically significant, owing in part to the large number of samples meta-analyzed (Fig. 1C). At this level of statistical power, even very small effects can be significant, so in this analysis, the effect size is more important than the p-value.

Notably, when this meta-analysis was separated by age, different age dynamics can be observed in different brain regions. The PFC had a greater meta-TWI at 3 months than at 1 month, whereas the SSC and thalamus had a greater meta-TWI at 1 month than at 3 months (Supplemental Fig. 1C). This is interesting because the PFC, a brain region much implicated in SCZ pathophysiology [31], is thought to mature at a later age than other parts of the cortex [32, 33].

Besides assessing the magnitude of overall transcriptomic impact, we also aimed to identify any specific gene expression changes that were common across many SCHEMA mutants. At the individual gene level, in each brain region at each age, we searched for genes that were altered (nominal p < 0.05) in the same direction in at least half (≥4) of the SCHEMA mutants. Although there were a relatively small number of such “common-change” genes that fit the above criteria, they were found across the brain and were most abundant in the striatum, thalamus, and substantia nigra, and generally more at 1 month than 3 months of age (Fig. 1D, Supplemental Table 4).

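Of the 14 genes that the paper lists as common-change genes of striatum at 1 month, 8 had a positive and 6 a negative log2 fold change in *Dagla*+/- striatum. 9 of them passed an adjusted p of 0.05 from edgeR when adjusted over the list alone and 0 when adjusted over all genes tested. They include *Plce1*, which encodes phospholipase C epsilon, at a log2 fold change of 0.72 (standard error 0.26), and *Pkm*, which encodes the glycolytic enzyme pyruvate kinase, at −0.20 (standard error 0.08). In thalamus at 1 month, 12 of 17 listed genes were above and 5 below wild-type, and 5 passed when adjusted over the list alone (0 over all genes). In substantia nigra at 1 month, 1 of 14 listed genes passed over the list alone in *Dagla*+/-, 0 in *Grin2a*+/- and 0 in *Grin2b*+/- mice, and 0 in each line over all genes, where edgeR's unadjusted p was under 0.05 for 4, 1 and 0. At 3 months the counts over the list alone were 0, 1 and 3 of 7 in substantia nigra of the 3 lines, and 0 of 7 in *Dagla*+/- striatum. The study chose these genes across the SCHEMA mutants, on samples that include the *Dagla* and *Grin2a* libraries, so the counts of these 2 lines are not independent evidence of a change; *Grin2b*, its comparator, was not among the mutants used for the choice.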

To explore transcriptomic changes at the “pathway” level, we performed gene set enrichment analysis (GSEA) on the differential expression results (see Methods, Supplemental Table 5). To identify pathway changes shared across mutants, we again searched for Gene Ontology (GO) terms that were changed with nominal significance (p < 0.05) in the same direction in at least half of the SCHEMA mutants for each of the specific brain regions and ages. There were considerably more such common-change pathways than common-change genes (Fig. 1D, Supplemental Table 4), suggesting that gene set enrichment may be a helpful avenue to identify convergences across mutant models. With the exception of the hippocampus, there were more common-change pathways at 1 month than at 3 months of age in the various brain regions. Based on the number of common-change pathways, the striatum at 1 month was the brain region that showed the greatest overlap across the studied SCHEMA mutants, followed by thalamus and substantia nigra (Fig. 1D). This was partially related to the total number of significant GSEA terms across all mutants in each region. For example, at 1 month, hippocampus, PFC, and SSC had fewer total significantly affected pathways across mutants (1557–2459), while striatum, thalamus, and substantia nigra had more (3129–4594). However, this relationship was not linear, because striatum had the highest number of common-change pathways across SCHEMA mutants despite having fewer total changed pathways than thalamus and substantia nigra (Supplemental Fig. 1D, Supplemental Table 4). This supports the hypothesis that the highest level of biological convergence across SCHEMA mutants occurs in the striatum.

We also performed joint analysis of the different mouse models in specific brain regions and at specific ages by performing Stouffer’s Z-score meta-analysis at both the gene and pathway level (Supplemental Table 4, 6, 8). At 1 month, striatum, thalamus, and substantia nigra again stood out as having the highest numbers of significantly altered (FDR < 0.05) genes and pathways (Supplemental Fig. 1E). There were overall fewer significant genes and pathways at 3 months, but at the pathway level, striatum and substantia nigra still had relatively high numbers, along with hippocampus. Together with the transcriptome-wide impact scores, these findings indicate that striatum and thalamus are the brain regions most strongly impacted in SCHEMA mouse mutants; and furthermore, striatum and thalamus show the greatest similarity of transcriptomic change across SCHEMA mutants, closely followed by substantia nigra, particularly at the 1 month age.

### SCHEMA mutant phenotypes converge on several pathways in the striatum (synapse, mitochondrial respiration)

The striatum has been implicated in schizophrenia [34], not least because it receives major dopaminergic input and expresses high levels of D2 dopamine receptors - the target of most antipsychotic medications [35]. As discussed above, in a systematic analysis of multiple brain regions, we found that the striatum showed the highest transcriptome-wide impact and high overlap of transcriptomic change across SCHEMA mutant mouse models, particularly at 1 month of age (Fig. 1). To assess which pathways are commonly changed in the striatum across the different SCHEMA mutants, we performed a meta-analysis on GO GSEA results from the 1 month striatum (Fig. 2A). This revealed 873 significant GO terms that were altered between SCHEMA mutants vs. their wild-type controls (FDR < 0.05, Supplemental Table 6).

**Fig. 2:**
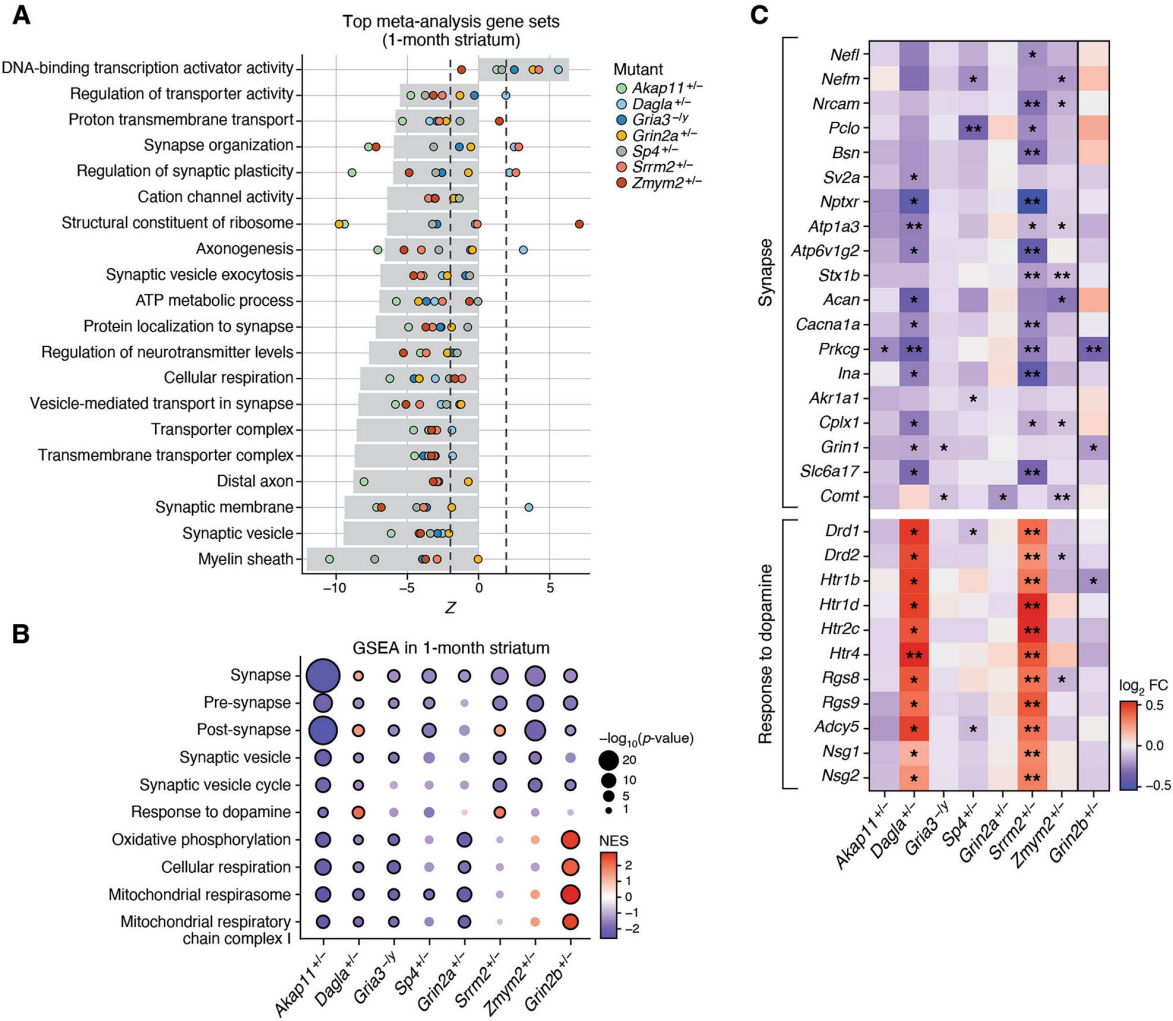
Convergent changes across SCHEMA mutants in 1 month striatum. **A** Top 20 most significant gene set changes by meta-analysis in 1 month striatum across SCHEMA mutants. Gray bar represents Stouffer’s meta Z score, each point represents the individual gene set Z scores from each SCHEMA mutant. Values outside the dashed lines correspond to the Z score which represents nominal significance (p < 0.05). For the purpose of display, redundant gene sets were collapsed and only the strongest of the similar gene sets is plotted (see Methods). **B** Individual GSEA results for top convergent synapse- and OXPHOS-related gene sets. Color represents normalized enrichment score (NES), with red indicating upregulation and blue indicating downregulation. Bubble size represents significance, and black borders indicate FDR < 0.05 significance. **C** Synapse-related genes which are consistently downregulated across SCHEMA mutants and dopamine response-related genes which are consistently upregulated in Srrm2 and Dagla mutants. Synapse related genes were selected from rank-sum analysis and Stouffer’s meta-analysis to prioritize genes which were downregulated across all SCHEMA mutants. All listed “synapse” genes are significantly (FDR < 0.05) downregulated in meta-analysis. * : p < 0.05, ** : FDR < 0.05.

Many of the top gene sets from meta-analysis of striatum were related to synapses (Fig. 2A, B), showing a general downregulation of synapse-related terms across SCHEMA mouse mutants as well as in the *Grin2b*^*+/−*^ mutant (Fig. 2B, Supplemental Table 5). 

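In *Dagla*+/- striatum at 1 month, genes of the presynapse and synaptic vesicle fell as a group. Of 32 listed genes, 30 had a negative and 2 a positive log2 fold change, with a median of −0.33 (camera, adjusted p = 8.8e-07, and adjusted p = 0.478 with an estimated correlation). *Syp*, which encodes the vesicle protein synaptophysin, had a log2 fold change of −0.67 (standard error 0.24), and *Syn1*, which encodes the vesicle-tethering protein synapsin 1, had −0.61 (standard error 0.21). *Syn1* lies on chromosome X from 20860511 to 20921004 of GRCm38 and was at 636 ± 204 CPM (SD, n = 5) in *Dagla*+/- and 969 ± 213 (SD, n = 6) in wild-type striatum. *Dnm1*, which encodes dynamin 1 of synaptic vesicle endocytosis, had −0.61 (standard error 0.20), and *Amph*, which encodes the endocytic adaptor amphiphysin, −0.49 (standard error 0.18). No single gene of the list passed an adjusted p of 0.05 from edgeR over all genes, and 0 passed when adjusted over the list alone, while 15 fell and 2 rose at an unadjusted p under 0.05. Marker genes of cortical excitatory neurons moved with this group: 12 of 12 were below wild-type, with a median log2 fold change of −0.85 (camera, adjusted p = 4.4e-06, and adjusted p = 0.470 with an estimated correlation), among them *Slc30a3* at −1.71 and *Cux2* at −0.90. With the cortical marker score as a covariate, the presynapse list had an adjusted p of 0.0737 from camera, and with the first principal component as a covariate its direction turned upward (adjusted p = 0.395).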

Among the many synapse-related gene sets, terms related to the presynapse and synaptic vesicle (e.g. “synaptic vesicle”, “vesicle-mediated transport in synapses”) were the most consistently downregulated across SCHEMA mutants. Other gene sets related more generally to synapses (such as synaptic membrane, synapse organization, synaptic plasticity) or to postsynapse were also significantly altered across SCHEMA mutants, mostly in a downward direction, with the exception of *Dagla*^*+/−*^ and *Srrm2*^*+/−*^ mutants, in which some of the synapse-related gene sets were upregulated (Fig. 2A, B, Supplemental Fig. 2A). 

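Genes of the postsynapse went both ways in *Dagla*+/- striatum at 1 month. Of 29 listed genes, 16 were above and 13 below wild-type, with a median log2 fold change of 0.09, and the list as a whole did not pass (camera, adjusted p = 0.276). When adjusted over the list alone, 5 genes rose and 1 fell in edgeR, and over all genes tested 0 did. The genes that rose over the list alone include *Grm5*, which encodes a metabotropic glutamate receptor, with a log2 fold change of 0.76 (standard error 0.19), and the scaffold genes *Homer1* at 0.52 (standard error 0.15) and *Shank3* at 0.48 (standard error 0.14). *Grm5* lies on chromosome 7 from 87584168 to 88134907 and was at 331 ± 63.4 CPM (SD, n = 5) against 195 ± 56.8 (SD, n = 6) in wild-type. *Prkcg*, which encodes protein kinase C gamma, fell over the list alone, with −0.53 (standard error 0.15). With the first principal component or the cortical marker score as a covariate, the postsynapse list passed in the upward direction (camera, adjusted p = 0.00926 and 0.0482). The paper states that some synapse-related sets rose in this mutant where they fell in most others.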

In order to determine whether these synapse-related changes might be due to changes in cell type abundances, we ran cell type deconvolution on our data for each mutant (see Methods). 

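Marker genes of several cell types stood apart between *Dagla*+/- and wild-type striatum at 1 month, though no difference passed after adjustment over the 14 marker lists. The marker score, the mean of log2(CPM + 1) over a list, was 5.63 ± 1.68 (SD, n = 5) for cortical excitatory neurons in *Dagla*+/- and 7.03 ± 0.398 (SD, n = 6) in wild-type striatum (exact permutation test, 2-sided p = 0.0238, adjusted p = 0.141). For medium spiny neurons, the main neurons of the striatum, it was 8.68 ± 0.442 (SD, n = 5) in *Dagla*+/- and 7.58 ± 1.27 (SD, n = 6) in wild-type striatum (p = 0.0368 by the exact test, with the same adjusted p). Wild-type 2, at 5.03 against 7.79 to 8.53 in the other wild-type libraries, makes up much of this difference, which was 1.10 with it and 0.587 without it (adjusted p = 0.267 without it). The score of myelin and oligodendrocytes was 7.95 ± 0.355 (SD, n = 5) against 7.35 ± 0.519 (SD, n = 6) (exact permutation p = 0.0519), that of microglia 4.83 ± 0.0857 (SD, n = 5) against 4.61 ± 0.123 (SD, n = 6) (exact permutation p = 0.0130), and that of GABA interneurons 6.30 against 6.54 (exact permutation p = 0.0411). All 5 *Dagla*+/- libraries were above the wild-type mean for medium spiny neurons, myelin and microglia and below it for cortical excitatory neurons. Within genotypes, libraries with a high cortical score had a low medium spiny neuron score, with a Pearson r of −0.48 over deviations from the group means of 11 libraries (permutation p = 7.0e-05), a Spearman rho of −0.86 (permutation p = 9.0e-05) and an r of −0.60 without the 2 libraries farthest from the median. That the 2 scores move in opposite directions within each genotype was predicted before the values were seen, while the test over pooled deviations was chosen after the marker results. The paper estimated cell type proportions with MuSiC from a single-cell reference, which was not used here. 

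**Figure D2:**
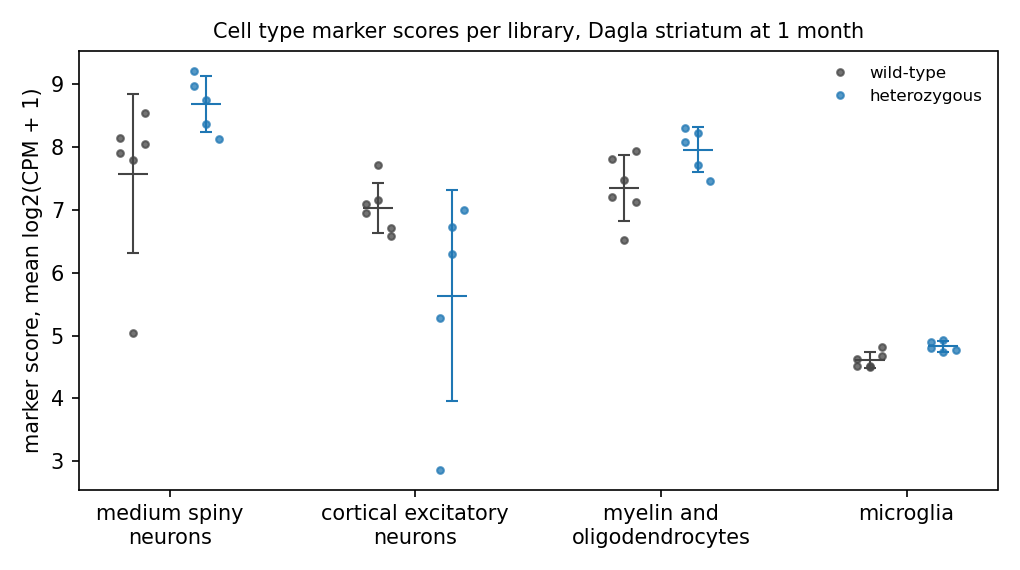
Marker score per library (vertical axis, mean log2 of CPM plus 1) for 4 cell types (horizontal axis) in striatum at 1 month. Points are libraries, horizontal lines means and bars the SD. The cortical score averages 5.63 in the 5 heterozygous and 7.03 in the 6 wild-type libraries.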

After correcting for multiple testing, there were no significant differences in cell type proportions between any mutant mice and their wild-type littermates, suggesting that these transcriptomic changes are due to expression changes within cells (Supplemental Table 7).

The individual genes that contributed to these synaptic pathway changes varied considerably between SCHEMA mutants, but a number of mRNAs changed in common and in the same direction across most mutants (Fig. 2C). 

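*Sv2a*, which encodes a synaptic vesicle glycoprotein and lies on chromosome 3 from 96181151 to 96195521 of GRCm38, was at 492 ± 73.8 CPM (SD, n = 5) in *Dagla*+/- striatum at 1 month and 588 ± 49.1 (SD, n = 6) in wild-type striatum. Its log2 fold change was −0.26 (standard error 0.11). *Bsn*, which encodes the active zone scaffold bassoon, had −0.28 (standard error 0.22), *Stx1b*, which encodes a syntaxin of vesicle fusion, −0.19 (standard error 0.11), and *Pclo*, which encodes the active zone scaffold piccolo, −0.12 (standard error 0.20). None of the 4 passed edgeR's test over all genes, with adjusted p from 0.203 to 0.756. These 4 genes and *Nefl*, *Nefm*, *Nptxr* and *Grin1* are the synapse genes that the paper names for striatum, and 8 of 8 were below wild-type, with a median log2 fold change of −0.27 (camera, adjusted p = 0.00238, and adjusted p = 0.470 with an estimated correlation). The study picked them on samples that include these libraries, so this count is not independent evidence, and 0 of them passed when adjusted over the list alone. With the cortical marker score as a covariate, the adjusted p of the list was 0.355 from camera. With the first principal component as a covariate, its direction turned (camera, adjusted p = 0.716).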

Meta-analysis of the gene-level differential expression results from each experiment showed that many synaptic or synaptic transmission-related genes were significantly downregulated across mutants, including Piccolo (*Pclo*), *Sv2a*, Bassoon (*Bsn*), and syntaxin 1B (*Stx1b*)(Fig. 2C, Supplemental Table 8), which are related to the presynapse and synaptic vesicle dynamics. Notably, *Pclo* [36] and *Sv2a* [37] have growing evidence of genetic association with schizophrenia. 

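Neuronal pentraxin receptor RNA (*Nptxr*, on chromosome 15 from 79786351 to 79804766 of GRCm38) was at 450.5 ± 269 CPM (SD, n = 5) in *Dagla*+/- striatum at 1 month against 929.6 ± 392 (SD, n = 6) in wild-type striatum, a log2 fold change of −1.05 (standard error 0.40). *Nefm* and *Nefl*, which encode neurofilament subunits of the axon cytoskeleton, had log2 fold changes of −0.56 (standard error 0.26) and −0.41 (standard error 0.21). The adjusted p from edgeR was 0.187 for *Nptxr*, 0.231 for *Nefm* and 0.270 for *Nefl*, so none passed over all genes. Below the wild-type mean were 5 of 5 *Dagla*+/- libraries for *Nptxr*, 5 for *Nefm* and 4 for *Nefl*.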

Other downregulated genes in the broad “synapse” GO term include neurofilament light chain (*Nefl*) [38], neurofilament heavy chain (*Nefm*), and neuronal pentraxin receptor (*Nptxr*) [39], whose protein products have been identified as potential biomarkers of neuronal injury and neurodegeneration. *Grin1* is the main essential subunit of the NMDA receptor, and its downregulation across SCHEMA mutants is consistent with the NMDA hypofunction hypothesis of schizophrenia [40] (Fig. 2C, Supplemental Table 2).

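*Grin1* RNA was at 732 ± 46.0 CPM (SD, n = 5) in *Dagla*+/- striatum at 1 month and at 812 ± 37.9 (SD, n = 6) in wild-type striatum. The log2 fold change was −0.15 (standard error 0.07), which did not pass (adjusted p = 0.253 from edgeR). *Grin1* lies on chromosome 2 from 25291181 to 25319187 of GRCm38. Of the 7 NMDA receptor subunit genes tested, 6 were below and 1 above wild-type, with a median log2 fold change of −0.15 (camera, adjusted p = 0.197).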

Gene sets related to cellular respiration and oxidative phosphorylation, such as “cellular respiration”, “mitochondrial respiratory chain complex I”, and “mitochondrial respirasome” were significantly affected in striatum (Fig. 2A, B), suggesting altered brain energetic metabolism in SCHEMA mutants. 

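Nuclear genes of oxidative phosphorylation fell slightly as a group in *Dagla*+/- striatum at 1 month, and glycolysis genes fell with them. Of 75 nuclear genes of the respiratory complexes, 67 were below and 8 above wild-type, with a median log2 fold change of −0.09 (camera, adjusted p = 1.8e-04, and adjusted p = 0.628 with an estimated correlation). *Cyc1*, which encodes cytochrome c1 of complex III, had a log2 fold change of −0.24 (standard error 0.08), and *Ndufv1*, a complex I subunit gene, −0.20 (standard error 0.07). All 13 mitochondrially encoded genes were above wild-type, with a median of 0.54 (camera, adjusted p = 0.00225, and adjusted p = 0.574 with an estimated correlation), among them *mt-Nd4l* at 0.67 (standard error 0.28). Per library, the share of all counts from mitochondrially encoded genes ran from 2.09% to 4.32% in wild-type and from 2.34% to 6.34% in *Dagla*+/- striatum, so the ranges overlapped. All 16 glycolysis genes were below wild-type, with a median of −0.25 (camera, adjusted p = 8.8e-07, and with an estimated correlation p = 0.0938 before and 0.470 after adjustment). When adjusted over the list alone in edgeR, 4 glycolysis genes fell, among them *Pfkl* at −0.54 (standard error 0.14) and *Pfkm* at −0.33 (standard error 0.09), which encode phosphofructokinases, and *Tpi1* at −0.34 (standard error 0.11). No gene of the nuclear or mitochondrial lists passed when adjusted over the list alone, no gene of the 3 lists passed over all genes, and 8 nuclear genes were lower at an unadjusted p under 0.05. With the first principal component as a covariate, neither respiratory list passed (camera, adjusted p = 0.117 for the nuclear and 0.0705 for the mitochondrial genes). Cell-type marker scores stood apart beside these lists, none past adjustment: the cortical excitatory neuron score was 5.63 against 7.03 in wild-type, with 0 of 5 *Dagla*+/- libraries above the wild-type mean, and all 5 were above it for medium spiny neuron and myelin markers. From lower respiration gene sets in striatum, the paper proposes altered energy metabolism in the brains of SCHEMA mutants.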

Interestingly, while these mitochondrial respiration gene sets showed downregulation in striatum across the studied SCHEMA mutants, they were upregulated in the striatum of the *Grin2b*^*+/−*^ mutant (Fig. 2B). This distinguishing feature might reflect a difference in striatal dysfunction between mouse mutants of genes associated with schizophrenia versus DD/ID. In fact, hyperactivation of mitochondrial respiration complexes has been previously reported in the striatum of a *Fmr1*-knockout mouse model of the neurodevelopmental disorder Fragile X syndrome [41]. While mitochondrial respiration-related gene sets were altered in many brain regions in different mutants, the specific pattern of these pathways showing opposite and significant change in SCHEMA mutants (SCZ) versus *Grin2b*^*+/−*^ mutant (ASD) was found only in striatum (Fig. 2B). At the gene level, the differential expression effect sizes of oxidative phosphorylation genes in *Akap11*^*+/−*^ and *Grin2a*^*+/−*^ mutants (which show the strongest downregulation of the gene set) showed significant anti-correlation with the changes in the *Grin2b*^*+/−*^ mutant (Supplemental Fig. 2B). Of further note, the downregulation in mitochondrial respiration-related gene sets in striatum is strongest in the SCHEMA mutants with no PTV association with DD/ID, whereas the signal is weaker or absent in *Srrm2*^*+/−*^ and *Zmym2*^*+/−*^, the SCHEMA mutants that do show an association with DD/ID, and in this respect, are more similar to *Grin2b* (Fig. 2B). We speculate that the divergence of transcriptomic phenotype with respect to mitochondrial respiration in the striatum may reflect pathophysiological network differences between genetic mouse models of schizophrenia versus DD/ID/ASD. Characterization of additional mouse mutants representing these classes will be needed to validate this hypothesis.

Overall *Srrm2*^*+/−*^ and *Dagla*^*+/−*^ mutants showed especially high correlation in their transcriptomic effects in 1 month striatum, despite their apparently very different molecular functions (Supplemental Fig. 2C). 

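*Drd1*, which encodes the D1 dopamine receptor, was at 271 ± 80.7 CPM (SD, n = 5) in *Dagla*+/- striatum at 1 month and 144 ± 70.6 (SD, n = 6) in wild-type striatum. *Drd2*, which encodes the D2 receptor, was at 175 ± 59.5 in *Dagla*+/- and 97.4 ± 52.7 in wild-type striatum, over the same numbers of mice. The log2 fold changes were 0.91 (standard error 0.46) for *Drd1* and 0.85 (standard error 0.64) for *Drd2*, and neither passed edgeR's test (adjusted p = 0.262 and 0.447). *Drd1* lies on chromosome 13 from 54051183 to 54055705 and *Drd2* on chromosome 9 from 49340627 to 49408177 of GRCm38. Markers of medium spiny neurons, which carry these receptors, moved the same way: all 18 were above wild-type, with a median log2 fold change of 0.79 (camera, adjusted p = 4.4e-08, and with an estimated correlation p = 0.140 before and 0.470 after adjustment). The striatal transcription factor genes *Foxp1* and *Meis2* of this list had 0.71 (standard error 0.22) and 0.73 (standard error 0.25). With the first principal component as a covariate, the direction of the marker list turned (camera, adjusted p = 0.994).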

Of particular interest, the *Srrm2*^*+/−*^ and *Dagla*^*+/−*^ mutants had a significant (FDR < 0.05) upregulation of the “response to dopamine” gene set in the striatum, including increased expression of *Drd1* and *Drd2* (Fig. 2B, C), which are dopamine receptors highly relevant to schizophrenia [34]. Besides dopamine receptors, *Srrm2*^*+/−*^ and *Dagla*^*+/−*^ mutants also showed upregulation of several serotonin receptor genes (*Htr1b*, *Htr1d*, *Htr2c*, *Htr4*) as well as genes involved in GPCR signaling that could play roles downstream of dopamine and serotonin receptors (*Adcy5*, *Rgs8*, *Rgs9*) (Fig. 2C). 

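Serotonin receptor genes and genes of G protein signalling were above wild-type in *Dagla*+/- striatum at 1 month. *Htr4*, which encodes a serotonin receptor coupled to adenylyl cyclase, had a log2 fold change of 1.55 (standard error 0.38), and *Htr1b* and *Rgs8* had 0.91 (standard error 0.33) and 0.59 (standard error 0.21). These 3 genes rose when adjusted over the list alone in edgeR (adjusted p = 0.0139, 0.0479 and 0.0479), and none did over all genes. *Htr4* lies on chromosome 18 from 62324204 to 62496577 of GRCm38 and was at 2.77 ± 1.33 CPM (SD, n = 5) against 0.954 ± 0.453 (SD, n = 6) in wild-type. *Htr1d* had 0.90 (standard error 0.49), *Htr2c* 0.81 (standard error 0.32), the adenylyl cyclase gene *Adcy5* 0.85 (standard error 0.40) and *Rgs9*, a regulator of G protein signalling in striatal neurons, 0.80 (standard error 0.55). With *Drd1* and *Drd2*, all 9 of these genes were above wild-type, with a median log2 fold change of 0.85 (camera, adjusted p = 7.6e-06, and with an estimated correlation p = 0.112 before and 0.470 after adjustment). The study picked these genes on samples that include these libraries, so the count is not independent evidence. With the cortical marker score as a covariate the median was 0.38 (camera, adjusted p = 0.00390), and with the first principal component as a covariate the list did not pass (camera, adjusted p = 0.712). The paper states that receptors for dopamine and serotonin and genes that could act downstream of them were upregulated in this mutant.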

A reduction of *Comt*, which is a dopamine-metabolizing enzyme, has been demonstrated at both the RNA and protein level in the brains of *Grin2a* heterozygous and homozygous mutants [8]. Here we find that *Comt* mRNA also drops in 1 month striatum of *Gria3*^*−/y*^ and *Zmym2*^*+/−*^ mouse mutants (Fig. 2C). However, at 3 months, with the exception of the *Grin2a*^*+/−*^ mutant, this trend of *Comt* downregulation is not consistent (Supplemental Table 2).

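*Comt*, which encodes the dopamine-degrading enzyme catechol-O-methyltransferase and lies on chromosome 16 from 18406886 to 18426852 of GRCm38, had a log2 fold change of 0.08 (standard error 0.09) in *Dagla*+/- striatum at 3 months (adjusted p = 0.756 from edgeR). The *Dagla*+/- mean was 109 ± 9.71 CPM (SD, n = 5) and the wild-type mean 82.6 ± 46.7 (SD, n = 5), where the wild-type mice include the nearly empty library.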

Many of the altered genes identified in the striatum meta-analysis were also differentially expressed in the post-mortem striatum of humans with schizophrenia [42] (Supplemental Fig. 2D). For instance, in addition to being upregulated in *Dagla*^*+/−*^ and *Srrm2*^*+/−*^ mutants, *DRD2* was also significantly increased in humans [42] (Fig. 2C). Significant genes by meta-analysis were enriched for human schizophrenia DEGs (p = 0.006, OR = 1.63). *Comt*, as mentioned above, was significantly (FDR < 0.05) downregulated in our meta-analysis and also significantly reduced in striatum from schizophrenia patients (Supplemental Fig. 2D). The most significant hit from our striatum meta-analysis, *Plce1*, was also elevated in human SCZ striatum. 

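*Plce1*, on chromosome 19 from 38481109 to 38785030 of GRCm38, was at 10.7 ± 3.78 CPM (SD, n = 5) in *Dagla*+/- striatum at 1 month and 6.50 ± 2.10 (SD, n = 6) in wild-type striatum, with 4 of 5 *Dagla*+/- libraries above the wild-type mean. Over all genes tested it did not pass (adjusted p = 0.180 from edgeR).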

*Plce1* encodes phospholipase C epsilon 1, an enzyme that catalyzes the hydrolysis of phosphatidylinositol-4,5-bisphosphate to generate two second messengers: inositol 1,4,5-triphosphate (IP3) and diacylglycerol (DAG). To assess more broadly the similarity of RNA-seq changes in the striatum between SCHEMA mouse mutants and human SCZ, we performed GSEA for each mutant using the upregulated and downregulated DEGs from humans as the gene sets (Supplemental Fig. 2E, Supplemental Table 9). This revealed interesting patterns, especially at 1 month. The only mutants which showed upregulation of the upregulated human DEGs were *Dagla*^*+/−*^ and *Srrm2*^*+/−*^, which showed strong transcriptomic similarity especially in relevant gene sets such as “postsynapse” and “response to dopamine”. On the other hand, significant enrichment of human downregulated DEGs in the downregulated genes of mouse striatum was observed only in the “SCZ/BP-specific” mutants those that do not have a genetic association with DD/ID (*Akap11*^*+/−*^, *Dagla*^*+/−*^, *Gria3*^*−/y*^, and *Sp4*^*+/−*^). Notably, *Grin2b*^*+/−*^, which is associated with ASD/DD/ID but not SCZ, showed opposite upregulation of this gene set.

The most statistically significant of the GO meta-analysis changes in striatum was a downregulation of the “myelin sheath” gene set across SCHEMA mutants (Fig. 2A). However, while the “myelin sheath” gene set was downregulated significantly in five of the SCHEMA mutants, GO terms more specifically related to myelin, such as “myelination” and “ensheathment of neurons”, were significantly downregulated only in *Akap11*^*+/−*^ and *Sp4*^*+/−*^ mutants (Supplemental Fig. 2F). This apparent discrepancy suggests that the “myelin sheath” finding is partially driven by genes not directly related to myelination; indeed, the most consistently decreased genes in the “myelin sheath” gene set across SCHEMA mutants were largely related to glycolysis (e.g. *Gapdh, Aldoa, Pkm, Pgam1*) and the cytoskeleton (e.g. *Nefm, Nefl, Plec, Tuba1b, Tubb4b*)(Supplemental Fig. 2G).

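Myelin and oligodendrocyte genes were above wild-type in *Dagla*+/- striatum at 1 month. All 15 listed genes had a positive log2 fold change, with a median of 0.55 (camera, adjusted p = 5.4e-07, and with an estimated correlation p = 0.134 before and 0.470 after adjustment). 3 of them rose when adjusted over the list alone in edgeR and 0 over all genes, and 8 at an unadjusted p under 0.05. *Ugt8a*, which encodes the enzyme that makes the myelin lipid galactosylceramide, had 0.86 (standard error 0.24), *Fa2h*, which encodes a fatty acid hydroxylase of myelin lipids, 0.64 (standard error 0.20), and *Plp1*, which encodes myelin proteolipid protein, 0.70 (standard error 0.25). *Plp1* lies on chromosome X from 136822671 to 136839733 of GRCm38 and was at 4903 ± 1182 CPM (SD, n = 5) against 3008 ± 1076 (SD, n = 6) in wild-type. In the same libraries the cortical excitatory neuron score was 5.63 against 7.03 in wild-type (0 of 5 *Dagla*+/- libraries above the wild-type mean) and the medium spiny neuron score 8.68 against 7.58 (5 of 5 above), neither past adjustment.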

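The glycolysis and cytoskeleton genes that the paper names from the myelin sheath set were all below wild-type in *Dagla*+/- striatum at 1 month. *Gapdh* had a log2 fold change of −0.23 (standard error 0.10), *Aldoa* −0.25 (standard error 0.10), and *Pgam1* −0.29 (standard error 0.12). Among the cytoskeleton genes, the tubulin genes *Tuba1b* and *Tubb4b* had −0.55 (standard error 0.22) and −0.48 (standard error 0.18), and *Plec*, which encodes the linker protein plectin, −0.25 (standard error 0.10). With *Pkm*, *Nefl* and *Nefm*, 9 of 9 genes were negative, with a median log2 fold change of −0.29 (camera, adjusted p = 6.2e-05, and with an estimated correlation p = 0.106 before and 0.470 after adjustment). 7 genes fell when adjusted over the list alone in edgeR and 0 over all genes, and since the study picked them on samples that include these libraries, this is not independent evidence. As for the myelin genes, cortical and medium spiny neuron scores stood apart in these libraries. *Gapdh*, on chromosome 6 from 125161715 to 125166467 of GRCm38, has many near-identical pseudogene copies, so its count is uncertain where reads could be shared. With the first principal component as a covariate the list did not pass (camera, adjusted p = 0.395).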

At 3 months of age, the extent of pathway convergence in striatum across SCHEMA mutant models (as measured by number of significant pathways in Stouffer’s meta-analysis) was more limited than at 1 month, showing fewer and more weakly significant gene sets from GSEA meta-analysis (Supplemental Fig. 1E, Supplemental Fig. 2H). For instance, synapse- and cellular respiration-related gene sets were no longer significantly downregulated by meta-analysis across SCHEMA mutants at 3 months in striatum. 

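At 3 months, presynaptic genes showed no group difference in *Dagla*+/- striatum: 22 of 32 were below wild-type, with a median log2 fold change of −0.06 (camera, adjusted p = 0.718). Postsynaptic genes had a median of −0.02 with 18 of 29 below wild-type, while camera's direction was upward (adjusted p = 0.830), and *Gria4*, an AMPA receptor subunit gene, had −0.31 (standard error 0.09). Nuclear oxidative phosphorylation genes rose slightly, with 54 of 75 above wild-type and a median of 0.05 (camera, adjusted p = 0.00680, and adjusted p = 0.767 with an estimated correlation). Dopamine and serotonin genes named by the paper had a median of 0.24, with 8 of 9 above wild-type (camera, adjusted p = 0.00692, and adjusted p = 0.687 with an estimated correlation), a list that is not independent evidence. No gene of these 4 lists passed in edgeR over all genes or when adjusted over the list alone. Among cell-type markers, 15 of 15 myelin and oligodendrocyte genes were above wild-type, with a median of 0.27 (camera, adjusted p = 8.4e-09, and adjusted p = 0.687 with an estimated correlation); all 5 *Dagla*+/- libraries exceeded the wild-type mean in 13 of 14 marker scores, a mean that includes the nearly empty library. Against the difference at 1 month, the effect at 3 months was higher for presynaptic genes by a median log2 of 0.30 (camera on the age difference, adjusted p = 1.3e-05, and adjusted p = 0.772 with an estimated correlation) and for nuclear oxidative phosphorylation genes by 0.16 (adjusted p = 1.7e-06, and 0.772 with an estimated correlation). For the dopamine and serotonin genes the 3-month effect minus the 1-month effect was −0.73 (camera, adjusted p = 0.00697) and for medium spiny neuron markers −0.66 (camera, adjusted p = 7.5e-04), and with an estimated correlation neither passed (adjusted p = 0.772 for each). Cortical excitatory neuron markers moved the other way, by 0.59 (camera, adjusted p = 4.1e-04, and 0.772 with an estimated correlation). For single genes, the effect of age differed in 14 genes in edgeR, 2 upward and 12 downward, and in 9 without the nearly empty library wild-type 2, left out after the data were seen. Without that library the presynapse list fell at 3 months (camera, adjusted p = 0.0204); without *Dagla*+/- 5 the respiration list turned downward (0.944), and without wild-type 3 the dopamine and serotonin list did not pass (0.204). The paper states that the fall of synapse and respiration sets across mutants was no longer significant in its meta-analysis at this age. It adds that single mutants differed, some of them still with lower sets.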

In some individual SCHEMA models these pathways were downregulated, but in others they were upregulated or little-changed.

### Heterogeneity of transcriptomic changes in the PFC across SCHEMA mouse mutants

The PFC is highly developed in humans and primates and PFC dysfunction is implicated in schizophrenia [43, 44]. 

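In *Dagla*+/- PFC the variance of effects over all genes with at least 10 counts was 0.000274 ± 0.121 at 1 month and 0.132 ± 0.187 at 3 months, each with its jackknife standard error over left-out libraries. The other 1-month values were 0.0519 ± 0.111 in hippocampus, 0.0167 ± 0.101 in substantia nigra, 0.0149 ± 0.0935 in SSC, 0.0748 ± 0.0865 in striatum and 0.0608 ± 0.102 in thalamus. At 3 months they were 0.0681 ± 0.0927 in hippocampus, 0.116 ± 0.0897 in substantia nigra, 0.0540 ± 0.0817 in SSC, 0.00568 ± 0.0504 in striatum and 0.0563 ± 0.0980 in thalamus. In PFC at 1 month, 21 of 21 splits of the same libraries into groups of these sizes gave a value as large, and at 3 months 5 of 21. The lowest count among the 12 region and age combinations was 2 of 21, so in none of them was the share of as large splits under 0.05. These values come from an own mixture fit to DESeq2 effects and not from TRADE.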

The PFC showed nominally significant transcriptome-wide impact scores at 1 or 3 months of age for all SCHEMA mutants, with the exception of *Akap11*^*+/−*^ and *Dagla*^*+/−*^, for which the TWI score did not reach statistical significance in any brain region at 1 or 3 months of age (Supplemental Fig. 1B, Supplemental Table 3). More SCHEMA mutants (5 of 7) showed a significant TWI in PFC than in any other brain region, even though the TWI score was often lower in PFC (Supplemental Fig. 1B). Interestingly, the *Grin2b* heterozygous mutant did not show a significant TWI in the PFC, despite having significant impact on most other brain regions. This supports a recent report suggesting that in ASD the PFC is not as perturbed as other cortical regions [45]. The extent of transcriptome-wide impact on the PFC notwithstanding, the PFC showed lower levels of transcriptomic convergence across the SCHEMA mouse mutants compared to other brain regions (Fig. 1D, Supplemental Fig. 1E). Our meta-analysis showed that the specific gene- and pathway-level changes in PFC were quite heterogeneous across the different SCHEMA mutant models, with at best modest correlations between SCHEMA mutants’ differential expression (such as *Sp4*^*+/−*^ and *Grin2a*^*+/−*^; R = 0.31; Supplemental Fig. 3A). In fact, the two SCHEMA genes with the most similar molecular function, *Gria3* and *Grin2a* - both encoding glutamate receptor subunits - were notably anti-correlated in their effects on the PFC transcriptome (R = −0.46; Supplemental Fig. 3A).

At the 1 month time point, some of the top hits from GSEA meta-analysis of PFC included the downregulation of myelin sheath, cellular respiration, presynapse- and synaptic vesicle-related terms (Fig. 3A, Supplemental Table 6), which is similar to the striatum (Fig. 2A). However, these terms in PFC were not as consistently or robustly downregulated across all mutants as in striatum, and in most cases, the GSEA result reached FDR-significance at the individual level for only a few SCHEMA mutants and sometimes changed in opposite directions (Fig. 3B). Furthermore, *Grin2b*^*+/−*^ mutants showed changes similar to those in SCHEMA mice in many of these pathways in PFC (Fig. 3B, Supplemental Table 5). 

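In *Dagla*+/- PFC at 1 month, synaptic genes rose as a group and respiratory genes fell, each by a small amount. Of 32 presynaptic genes, 29 were above wild-type, with a median log2 fold change of 0.09 (camera, adjusted p = 1.5e-07, and adjusted p = 0.639 with an estimated correlation). Of 29 postsynaptic genes, 25 were above wild-type, with a median of 0.07 (camera, adjusted p = 6.1e-05, and with an estimated correlation p = 0.133 before and 0.639 after adjustment). *Nlgn3*, which encodes the synaptic adhesion protein neuroligin 3, had a log2 fold change of 0.15 (standard error 0.05), and *Syn1* had 0.14 (standard error 0.08). Nuclear oxidative phosphorylation genes had a median of −0.06, with 60 of 75 below wild-type (camera, adjusted p = 1.8e-04, and with an estimated correlation p = 0.342 before and 0.639 after adjustment), among them the complex I gene *Ndufs6* at −0.18 (standard error 0.06). None of these genes passed in edgeR over all genes or when adjusted over the list alone. Of the marker scores none passed after adjustment: that of cortical excitatory neurons was 0.122 above the wild-type mean (exact permutation p = 0.294, 5 of 5 *Dagla*+/- libraries above it), and those of thalamic neurons (p = 0.0714) and ependyma (p = 0.0130) were below it in all 5. The paper's 9 striatal myelin sheath genes had a median of 0.06 in PFC at 1 month (camera, adjusted p = 0.0669). The paper states that such terms fell less uniformly in PFC than in striatum and at times moved in opposite directions between mutants.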

Overall, synapse-related gene sets were commonly changed in the PFC in SCHEMA mutants, but they were less directionally consistent or less frequently significant than in the striatum, which is in line with the lower number of common-gene or common-pathway changes in PFC (see Fig. 1D).

**Fig. 3:**
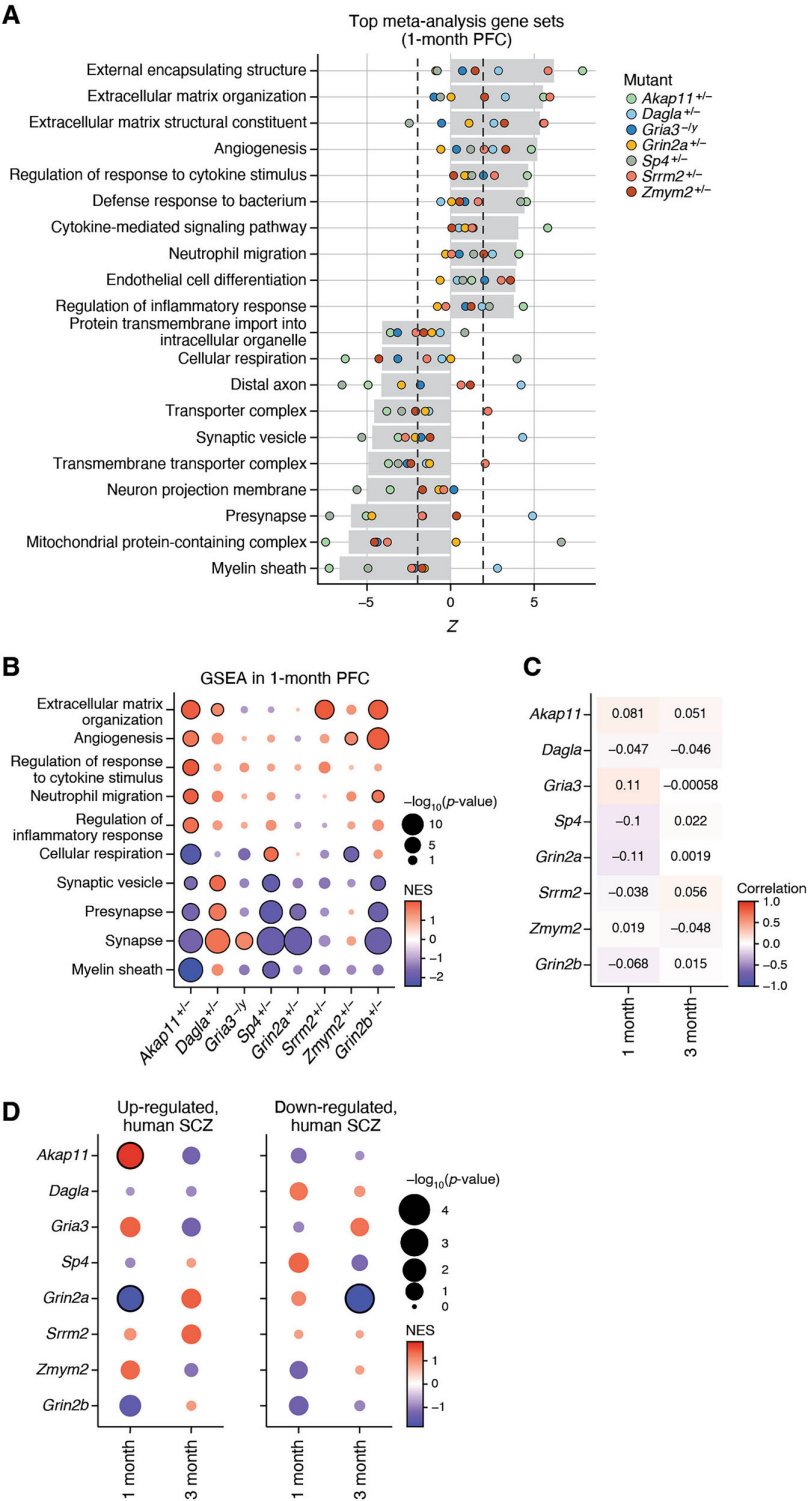
Greater heterogeneity of transcriptomic change in the PFC across SCHEMA mutants. **A** Top 20 most significant gene set changes by meta-analysis in 1 month PFC across SCHEMA mutants. Gray bar represents Stouffer’s meta Z score, each point represents the individual gene set Z scores from each SCHEMA mutant. Values outside the dashed lines correspond to the Z score which represents nominal significance (p < 0.05). For the purpose of display, redundant gene sets were collapsed and only the strongest of the similar gene sets is plotted (see Methods). **B** Individual GSEA results from top meta-analysis and synapse gene sets. Color represents normalized enrichment score (NES), with red indicating upregulation and blue indicating downregulation. Bubble size represents significance, and black borders indicate FDR < 0.05 significance. **C** Correlation of differential expression results from bulk RNA sequencing between SCHEMA mutant PFC and human SCZ postmortem PFC. Correlation was performed on the union of nominally significant genes from each pair of results. Color and number indicate R value for each mutant and age. **D** GSEA for upregulated DEGs and downregulated DEGs identified in human patient postmortem PFC.

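In *Dagla*+/- PFC at 3 months, genes of the myelin sheath set that belong to mitochondria, axons and the cytoskeleton were below wild-type as a group, and myelin genes showed no group difference. Of the 10 genes of this set that the paper names for this age, 9 were below wild-type, with a median log2 fold change of −0.11 (camera, adjusted p = 0.00160, and with an estimated correlation p = 0.119 before and 0.561 after adjustment). The study picked the 10 genes on samples that include these libraries, so the count is not independent evidence, and none of them passed over all genes in edgeR or when adjusted over the list alone (3 lower at an unadjusted p under 0.05). Of 15 myelin and oligodendrocyte genes, 5 were above and 10 below wild-type, with a median of −0.04 (camera, adjusted p = 0.846). Scores of other cell types stood apart without passing after adjustment: the astrocyte score was 6.97 ± 0.148 (SD, n = 5) against 6.69 ± 0.215 (SD, n = 5) and the vascular score 4.55 ± 0.0953 (SD, n = 5) against 4.21 ± 0.327 (SD, n = 5) (exact permutation test, 2-sided p = 0.0476 and adjusted p = 0.333 for each, 5 of 5 *Dagla*+/- libraries above the wild-type mean), while 0 of 5 were above it for cortical excitatory neurons (p = 0.151, adjusted p = 0.352). Without wild-type 1 the myelin list fell (camera, adjusted p = 0.00828).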

Like 1 month PFC and 1 month striatum, “myelin sheath” was also the most significantly changed term in 3 month old PFC (Supplemental Fig. 3B), being downregulated significantly in the *Akap11*^*+/−*^, *Dagla*^*+/−*^, *Grin2a*^*+/−*^, and *Sp4*^*+/−*^ mutants. However, like in 1 month striatum, the “myelination” gene set was only significantly downregulated in the *Akap11* and *Sp4* mutants (Supplemental Fig. 3C). The most consistently downregulated genes in this gene set across all SCHEMA mutants were more related to cytoskeleton terms (e.g. *Actb, Actg1, Arf6, Tuba1b*), axons (ex: *Nefh, Dpysl2*), and mitochondria (e.g. *Hspa9, Immt, Prdx3, Cox5a*) rather than the specific myelin components (Supplemental Fig. 3D).

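Of the mitochondrial genes, *Cox5a*, which encodes a subunit of cytochrome c oxidase, had a log2 fold change of −0.24 (standard error 0.10) in *Dagla*+/- PFC at 3 months, and *Prdx3*, which encodes a mitochondrial peroxiredoxin, −0.14 (standard error 0.06). *Hspa9* and *Immt* had −0.08 (standard error 0.06) and −0.03 (standard error 0.05). The axon gene *Dpysl2* was at 174 ± 19.7 CPM (SD, n = 5) against 206 ± 36.6 (SD, n = 5) in wild-type, a log2 fold change of −0.24 (standard error 0.11), and the neurofilament gene *Nefh* had 0.14 (standard error 0.17). The actin genes *Actb* and *Actg1* had −0.14 (standard error 0.06) and −0.11 (standard error 0.06), *Tuba1b* −0.12 (standard error 0.07) and *Arf6*, which encodes a small GTPase of membrane traffic, −0.05 (standard error 0.07). *Dpysl2* lies on chromosome 14 from 66802864 to 66868688 and *Cox5a* on chromosome 9 from 57521274 to 57532426 of GRCm38, and *Actb* and *Actg1* are near-identical in coding sequence, so their counts are uncertain where reads could be shared. All 10 had an adjusted p of 0.447 or more from edgeR. All 75 nuclear oxidative phosphorylation genes were below wild-type, with a median of −0.16 (camera, adjusted p = 5.2e-23, and adjusted p = 0.561 with an estimated correlation). The mitochondrially encoded respiratory genes went the other way, above wild-type, and ribosomal protein genes were lower as well. Astrocyte and vascular scores were above the wild-type mean and the cortical excitatory neuron score below it in 5 of 5 *Dagla*+/- libraries (exact permutation test, adjusted p = 0.333, 0.333 and 0.352), and a shift in cell types is not separated here from a change within cells.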

Gene expression differences in human PFC have been studied by RNA-seq using post-mortem brain tissues from individuals with and without schizophrenia, so we compared our differential expression results to those from one of the largest studies of this kind [46]. The bulk RNA-seq results were overall weakly correlated, if at all, between the PFC of SCHEMA mutant mice and PFC from humans with schizophrenia (R generally <0.1; Fig. 3C, see Methods). This is unsurprising since, besides the species difference, the human brain samples are highly heterogeneous in many respects, whereas our brain samples are derived from mice of the same sex, age and genetic strain background. Further, the human data comes from post-mortem individuals who had variable lifespans of disease and associated environmental stresses and medication use, all of which could impact the brain transcriptome in ways that would not be present in the mice. We created gene sets of the upregulated DEGs and downregulated DEGs from the human schizophrenia PFC study [46] and performed GSEA using these annotated gene sets (Fig. 3D). Among the SCHEMA mutants studied, only *Grin2a*^*+/−*^ and *Akap11*^*+/−*^ had significant enrichment of human DEGs in their up- or down-regulated genes. Notably, downregulated DEGs from the human study were enriched among downregulated genes in the PFC of *Grin2a*^*+/−*^ mutants at 3 months (Fig. 3D), the age at which *Grin2a*^*+/−*^ mutants show the most transcriptomic changes. Although not statistically significant, *Grin2a*^*+/−*^ mutants at 3 months also showed upregulation of the upregulated human DEGs. At 3 months, the *Grin2a*^*+/−*^ mutant striatum also showed significant enrichment of human DEGs in its up- and down-regulated genes, matching the direction of effect for human striatum DEGs (Supplemental Fig. 2E). By these transcriptomic comparisons, the *Grin2a*^*+/−*^ mouse at 3 months is the SCHEMA mutant most similar to human schizophrenia, in PFC and striatum. In the case of *Akap11*^*+/−*^ mutant, upregulated DEGs in human SCZ were significantly enriched among upregulated genes in the PFC at 1 month (Fig. 3D, Supplemental Table 9). We note that *Akap11* mutant brain also showed some similarity to human SCZ PFC in proteomics studies of cortical synapses [44].

### Thalamus shows a convergence within non-DD/ID-associated mutants and divergence with DD/ID-associated mutants

Though the thalamus transcriptome is less studied than PFC or striatum in relation to schizophrenia, we found a high degree of transcriptome-wide impact and a high level of transcriptomic convergence across SCHEMA models in the thalamus, especially at 1 month of age (Fig. 1C, D). Meta-analysis of the thalamus GSEA results showed that the majority of the most significantly altered gene sets were upregulated, in contrast to the striatum in which the majority of altered gene sets were downregulated (compare Fig. 4A with 2A). As observed for striatum, the gene sets with the highest Z scores in thalamus were related to synapses – here we observed upregulation of both presynaptic and postsynaptic terms (Fig. 4A; Supplemental Table 6), which is in contrast to the downregulation of synapse-related terms in 1 month striatum (Fig. 2A). 

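Presynaptic genes rose as a group in *Dagla*+/- thalamus at 1 month. Of 32 listed genes, 30 were above wild-type, with a median log2 fold change of 0.10 (camera, adjusted p = 7.1e-05, and adjusted p = 0.457 with an estimated correlation). *Pclo* had a log2 fold change of 0.19 (standard error 0.08), and *Synj1*, which encodes the vesicle-recycling enzyme synaptojanin 1, 0.17 (standard error 0.08). Postsynaptic genes had a median of 0.09, with 20 of 29 above wild-type, and did not pass as a list (camera, adjusted p = 0.173), with *Nlgn3* at 0.18 (standard error 0.06) and *Grin2a* at 0.25 (standard error 0.13). No gene of either list passed in edgeR over all genes or when adjusted over the list alone, and at an unadjusted p under 0.05 2 presynaptic genes were higher. *Pclo* lies on chromosome 5 from 14514918 to 14863459 of GRCm38 and was at 149 ± 14.0 CPM (SD, n = 5) against 131 ± 12.6 (SD, n = 6) in wild-type. Astrocyte markers moved with these genes: all 10 were below wild-type, with a median of −0.24 (camera, adjusted p = 3.3e-06, and adjusted p = 0.264 with an estimated correlation). Left out one at a time, wild-type 2 and *Dagla*+/- 4 gave a postsynapse list that rose (camera, adjusted p = 0.0164 and 0.0114), and *Dagla*+/- 3 one that turned downward (0.871). The paper states that the rise of synapse terms in thalamus came largely from this mutant and 3 others.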

The meta-upregulation of synapse terms in thalamus was largely driven by four of the SCHEMA mutants - *Akap11*^*+/−*^, *Dagla*^*+/−*^, *Gria3*^*−/y*^, and *Sp4*^*+/−*^ (Fig. 4A). Intriguingly, these are the four SCHEMA mutants in this study that are not genetically associated with DD/ID (hence termed “non-DD/ID-associated”) and which might therefore be considered more specific for SCZ/BP rather than general neurodevelopmental disorders. 

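Genes of RNA splicing and of stress granules rose as groups in *Dagla*+/- thalamus at 1 month with camera's preset correlation. After adjustment, neither list passed with an estimated correlation. Of 28 splicing genes, 25 were above wild-type, with a median log2 fold change of 0.09 (camera, adjusted p = 7.9e-05, and with an estimated correlation p = 0.0863 before and 0.457 after adjustment). *Srsf7*, which encodes a serine- and arginine-rich splicing factor, had a log2 fold change of 0.29 (standard error 0.13), and *Hnrnpa2b1*, which encodes an RNA-binding protein of the spliceosome and of transport granules, 0.18 (standard error 0.08). *Srsf7* lies on chromosome 17 from 80200080 to 80207307 of GRCm38. No splicing gene passed in edgeR over all genes or when adjusted over the list alone, and 2 were higher at an unadjusted p under 0.05. Astrocyte and microglia scores were below the wild-type mean in all 5 *Dagla*+/- libraries.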

Besides the synapse-related gene sets, terms related to RNA processing and binding (mRNA binding, regulation of mRNA processing, cytoplasmic ribonucleoprotein granules, etc.; Fig. 4A) were commonly altered in the meta-analysis.

**Fig. 4:**
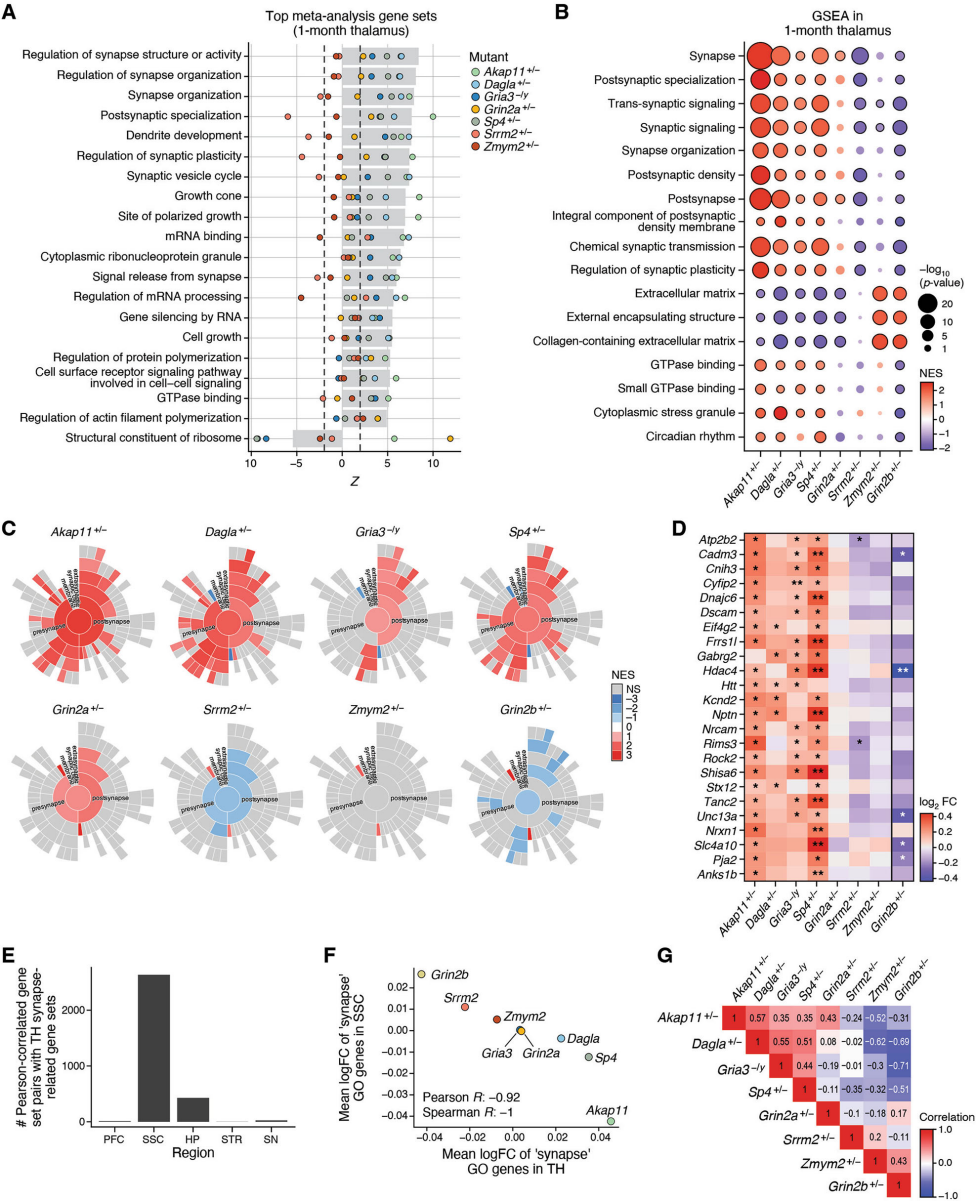
Transcriptomic changes in the thalamus show convergence among non-DD/ID associated SCHEMA mutants and divergence from DD/ID associated mutants. **A** Top 20 most significant gene set changes by meta-analysis in 1 month thalamus across SCHEMA mutants. Gray bar represents Stouffer’s meta Z score, each point represents the individual gene set Z scores from each SCHEMA mutant. Values outside the dashed lines correspond to the Z score which represents nominal significance (p < 0.05). For the purpose of display, redundant gene sets were collapsed and only the strongest of the similar gene sets is plotted (see Methods). **B** Individual GSEA results for gene sets which are convergent across the non-DD/ID mutants (FDR significant and directionally agreeing in all 4) as well as the circadian rhythm gene set. Color represents normalized enrichment score (NES), with red indicating upregulation and blue indicating downregulation. Bubble size represents significance, and black borders indicate FDR < 0.05 significance. **C** Sunburst plots showing GSEA results using synGO gene sets. Color represents NES, and non significant terms (FDR > 0.05) are plotted in gray. See Supplemental Figure 5 for extended plot annotation, and full key to the sunburst plot can be found at the synGO portal https://www.syngoportal.org/ (**D)** Log_2_ Fold Changes of the most consistently upregulated synapse genes across non-DD/ID mutants as determined by a rank-sum approach and meta-analysis. * : p < 0.05, ** : FDR < 0.05. **E** Number of significant (FDR < 0.05) gene set correlations between the NES of synapse related gene sets in 1 month thalamus and the NES of any gene set in other regions at 1 month across SCHEMA mutants, as determined by Pearson correlation. **F** Mean log_2_FC of genes in the synapse GO gene set in thalamus and SSC for each mutant. **G** Correlation of GSEA results across mutants. Spearman’s correlation for the union of nominally significant gene sets for each pair of mutants in 1 month thalamus. Number represents Spearman’s correlation coefficient.

Upon closer inspection of the synapse-related gene sets, we noted a striking divergence between the non-DD/ID- versus the DD/ID-associated SCHEMA mutants: namely, the synapse gene sets were upregulated in the non-DD/ID group (*Akap11*^*+/−*^, *Dagla*^*+/−*^, *Gria3*^*−/y*^, *Sp4*^*+/−*^), but unchanged or even downregulated in the DD/ID group (*Srrm2*^*+/−*^, *Zmym2*^*+/−*^) (Fig. 4B, C). *Grin2a*^*+/−*^ does not fit neatly into either DD/ID or non-DD/ID category as certain missense mutations have been linked DD/ID, whereas protein-truncating/LoF mutations, as modeled here, have not [5]. Interestingly, the heterozygous *Grin2a* LoF mutants in our study had a thalamic transcriptomic phenotype that was intermediate between the above groups, though more similar to the non-DD/ID group (Fig. 4B, C). Further, by utilizing synGO ontologies [47], the specific synapse-related gene set changes in thalamus were remarkably similar across these “non-DD/ID” SCHEMA mutants, with gene sets such as “presynaptic active zone”, “postsynaptic specialization”, and “postsynaptic density” upregulated in all four models (Fig. 4C, Supplemental Table 10). At the individual gene level, the changes were also remarkably similar across the *Akap11*^*+/−*^, *Dagla*^*+/−*^, *Gria3*^*−/y*^, and *Sp4*^*+/−*^ mutants, and the most commonly upregulated synapse-related genes (as identified by rank-sum analysis) in this group showed no change or were decreased in the DD/ID-associated mutants, with *Grin2a*^*+/−*^ again being intermediate (Fig. 4D). 

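*Gabrg2*, which encodes the gamma 2 subunit of the GABA-A receptor and lies on chromosome 11 from 41910203 to 42000857 of GRCm38, was at 131 ± 19.1 CPM (SD, n = 5) in *Dagla*+/- thalamus at 1 month and 98.0 ± 18.9 (SD, n = 6) in wild-type thalamus. Its log2 fold change was 0.41 (standard error 0.14), with 5 of 5 *Dagla*+/- libraries above the wild-type mean. *Nrxn1*, which encodes the presynaptic adhesion protein neurexin 1, had 0.37 (standard error 0.14), and *Atp2b2*, which encodes a calcium pump of the plasma membrane, 0.05 (standard error 0.13). The adjusted p from edgeR was 0.618 for *Gabrg2*, 0.637 for *Nrxn1* and 0.963 for *Atp2b2*, so none passed over all genes.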

Among the interesting synapse-related genes showing differential changes in DD/ID- versus non-DD/ID-associated SCHEMA mutants were *Atp2b2* (a calcium pump with emerging genetic association with bipolar/SCZ [48]), *Gabrg2* (a GABA-A receptor subunit), and neurexin 1 (*Nrxn1*, deletions of which are associated with schizophrenia [49]) (Fig. 4D, Supplemental Table 2). 

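Astrocyte and microglia markers were lower in *Dagla*+/- than in wild-type thalamus at 1 month before adjustment, and thalamic neuron markers did not differ by more than their spread. The astrocyte score was 7.01 ± 0.195 (SD, n = 5) in *Dagla*+/- and 7.29 ± 0.203 (SD, n = 6) in wild-type thalamus (exact permutation test, 2-sided p = 0.0390, adjusted p = 0.333). The microglia score was 4.33 ± 0.114 (SD, n = 5) against 4.52 ± 0.157 (SD, n = 6) (exact permutation p = 0.0476), and all 5 *Dagla*+/- libraries were below the wild-type mean for both cell types. The score of thalamic neurons was 8.17 ± 0.188 (SD, n = 5) against 7.94 ± 0.526 (SD, n = 6) (exact permutation p = 0.487), and that of myelin and oligodendrocytes 9.04 ± 0.224 (SD, n = 5) against 8.95 ± 0.203 (SD, n = 6) (exact permutation p = 0.485). *Aldh1l1* and *Fgfr3*, astrocyte genes of folate metabolism and growth factor signalling, had log2 fold changes of −0.51 (standard error 0.17) and −0.28 (standard error 0.10), and *Tcf7l2*, a transcription factor gene of thalamic neurons, 0.40 (standard error 0.19). Tested as lists within the whole transcriptome, the 12 thalamic neuron markers were all above wild-type, with a median log2 fold change of 0.12 (camera, adjusted p = 0.0167, and adjusted p = 0.738 with an estimated correlation). Without wild-type 2 this adjusted p was 0.957, without *Dagla*+/- 1 0.0559 and without *Dagla*+/- 5 0.147. The smallest p the exact test allows with 5 against 6 libraries is 0.00216.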

By cell type deconvolution analysis (see Methods), we found no significant differences in cell type proportions in thalamus between any mutant and their wild-type littermates, indicating that these synapse-related RNA-seq changes are more likely to be a result of altered cell-level expression rather than altered cell type composition (Supplemental Table 7).

It is notable that based on transcriptomic phenotype in the thalamus, the *Grin2b*^*+/−*^ mutant mouse, a genetic model of ASD/DD/ID, shows changes in synapse-related genes and gene sets that resemble those in *Srrm2*^*+/−*^ and *Zmym2*^*+/−*^ (DD/ID-associated SCHEMA genes) mutants but differ markedly from those in *Akap11*^*+/−*^, *Dagla*^*+/−*^, *Gria3*^*−/y*^ and *Sp4*^*+/−*^ (non-DD/ID SCHEMA genes) mutants (Fig. 4B–D).

We further investigated this divergence between DD/ID-associated and non-DD/ID-associated SCHEMA mutants in the thalamus by performing GSEA on disease-related gene sets (see Methods) derived from human GWAS and exome sequencing studies for various CNS disorders (Supplemental Fig. 4A, Supplemental Table 11). Interestingly, this analysis reinforced the separation of DD/ID- versus non-DD/ID mutants, based on enrichment scores for genes associated with several brain disorders, particularly schizophrenia (common-variant and SCHEMA genes), and neurodevelopmental delay (NDD) and ASD (genes identified from exome sequencing studies of ASD and NDD). Specifically, in these disease-associated gene sets, the strongest downregulation in thalamus was observed in *Grin2b*^*+/−*^ mutants, with weaker downregulation also seen in *Srrm2*^*+/−*^ and *Zmym2*^*+/−*^ mutants. By contrast, the non-DD/ID mutants (*Akap11*^*+/−*^, *Dagla*^*+/−*^, *Gria3*^*−/y*^, *Sp4*^*+/−*^) showed upregulation of these schizophrenia, NDD, and ASD gene sets in the thalamus (Supplemental Fig. 4A).

Because the thalamus is an important sensory relay hub connected directly to multiple brain regions, we investigated whether the changes in synapse-related gene sets in the thalamus correlated with any gene set changes in other brain regions across mutants. We did this by calculating Pearson and Spearman correlations of normalized enrichment scores (NES, which represent relative magnitude of enrichment) across mutants from GSEA (see Methods). The greatest number of significant gene set correlations with synapse-related gene sets in the thalamus was observed in the somatosensory cortex (SSC, Fig. 4E, Supplemental Fig. 4B, Supplemental Table 12). In fact, there was a consistent anti-correlation between synapse-related gene set enrichment in the thalamus and synapse-related gene set enrichment in the SSC - in mutants where synapse-related gene sets were upregulated in thalamus, they were downregulated or trending to downregulated in the SSC, and vice versa (Supplemental Fig. 4C, Supplemental Table 12). 

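Presynaptic genes had a median log2 fold change of 0.02 in *Dagla*+/- SSC at 1 month, with 23 of 32 above wild-type (camera, adjusted p = 0.560), and postsynaptic genes −0.02, with 16 of 29 below (camera, adjusted p = 0.598). The active zone gene *Rims3* had −0.22 (standard error 0.14) in SSC, and *Camk2a*, which encodes the calcium-dependent kinase of the postsynaptic density, −0.12 (standard error 0.07). The effect in thalamus minus the effect in SSC was tested as its own contrast, which treats the libraries of the 2 regions as independent although the brains were obtained whole and the regions can share animals. For presynaptic genes its median was 0.10 on the log2 scale (camera, adjusted p = 0.00436, and adjusted p = 0.811 with an estimated correlation), and for postsynaptic genes 0.08 (camera, adjusted p = 0.142). No single gene passed in this contrast in edgeR, and 774 genes had an unadjusted p under 0.05. With the library labelled wild-type 6 left out of SSC, camera's direction for presynaptic genes there turned downward (adjusted p = 0.720), while the thalamus minus SSC difference remained upward (adjusted p = 0.00942). The paper reasons across mutants, of which this is 1 point, that synapse genes move in opposite directions in thalamus and SSC.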

Further, the average log_2_-fold change (log_2_FC) of the genes in the “synapse” gene ontology term showed a strong anticorrelation (Pearson’s R = −0.92, p = 0.001) between thalamus and SSC - mutants with a more positive average change in synapse genes in the thalamus have a more negative average change in the SSC and vice versa (Fig. 4F). This strong degree of anti-correlation of altered gene expression in thalamus and SSC may be related to functional connectivity between the regions.

The divergence between DD/ID-associated versus non-DD/ID SCHEMA mutants in the thalamus extended beyond synapse-related terms. The overall correlation of GSEA results across the mutant models showed a clear pattern where *Akap11*^*+/−*^, *Dagla*^*+/−*^, *Gria3*^*−/y*^, and *Sp4*^*+/−*^ were quite similar to each other and anti-correlated with *Srrm2*^*+/−*^, *Zmym2*^*+/−*^, and *Grin2b*^*+/−*^, with *Grin2a*^*+/−*^ falling somewhere in the middle (Fig. 4G). We searched for other gene sets that were significantly changed in the same direction in all of these non-DD/ID SCHEMA mutants, and we found that gene sets related to extracellular matrix were strongly downregulated and gene sets related to GTPase binding and stress granules were upregulated consistently across the non-DD/ID SCHEMA mutants (*Akap11*^*+/−*^, *Dagla*^*+/−*^, *Gria3*^*−/y*^, *Sp4*^*+/−*^) (Fig. 4B). 

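Stress granule genes rose in *Dagla*+/- thalamus at 1 month, and extracellular matrix and GTPase genes did not pass as groups. Of 17 stress granule genes, 15 were above wild-type, with a median log2 fold change of 0.13 (camera, adjusted p = 2.2e-06, and with an estimated correlation p = 0.0171 before and 0.264 after adjustment). When adjusted over the list alone, 6 of them rose in edgeR, and 0 over all genes. These include *G3bp2* at 0.29 (standard error 0.09) and *Caprin1* at 0.25 (standard error 0.08), core proteins of stress granules, and the RNA helicase gene *Ddx3x* at 0.27 (standard error 0.08). Beside this rise, 0 of 5 *Dagla*+/- libraries were above the wild-type mean for astrocyte markers and 0 for microglia markers. *G3bp2* lies on chromosome 5 from 92052146 to 92083719 of GRCm38. Of 22 extracellular matrix genes, 15 were below wild-type, with a median of −0.11 (camera, adjusted p = 0.141), among them *Sparc*, which encodes a matrix glycoprotein, at −0.32 (standard error 0.18). Of 27 GTPase regulator genes, 17 were above wild-type, with a median of 0.06 (camera, adjusted p = 0.373), with *Arhgef2* at 0.13 (standard error 0.08) and *Agap1* at −0.13 (standard error 0.08). The extracellular matrix list fell with fgsea on the DESeq2 statistic (adjusted p = 0.0177) and without wild-type 1, wild-type 5 or *Dagla*+/- 3 in camera (adjusted p = 0.0238, 0.0261 and 0.0495). The paper concludes that matrix genes fell and GTPase binding and stress granule genes rose together in the mutants not associated with developmental delay.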

Remarkably, these same gene sets showed the opposite regulation or little change in the DD/ID-associated SCHEMA mutants (*Srrm2*^*+/−*^, *Zmym2*^*+/−*^), and consistent, significant opposite change in *Grin2b*^*+/−*^. In this sense, the DD/ID-associated SCHEMA mutants showed overall similar GSEA directional changes in the thalamus as the mutant of *Grin2b*, a gene associated with DD/ID/ASD but *not* schizophrenia (Fig. 4B, Supplemental Table 5).

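Circadian clock genes in *Dagla*+/- thalamus at 1 month went both ways. Of 16 listed genes, 9 were above and 7 below wild-type, with a median log2 fold change of 0.06 (camera, adjusted p = 0.376). *Clock*, which encodes a core transcription factor of the circadian clock and lies on chromosome 5 from 76209868 to 76304792 of GRCm38, had 0.22 (standard error 0.10) (adjusted p = 0.701 from edgeR). No gene passed over all genes or when adjusted over the list alone, and none had an unadjusted p under 0.05. Without wild-type 2 the direction of the list turned downward (camera, adjusted p = 0.957).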

Because the thalamus is involved in sleep regulation [50] and sleep disturbances are a common feature of schizophrenia [51], we additionally examined the “circadian rhythm” gene set and found that it also showed this divergence, with significant upregulation in the non-DD/ID SCHEMA mutants, a trend to downregulation in the DD/ID-associated SCHEMA mutants, and significant downregulation in the *Grin2b*^*+/−*^ mutant (Fig. 4B).

## Discussion

By systematic transcriptomic analysis of multiple mouse models of schizophrenia that are based on rare-variant human genetics (SCHEMA mutant mice), we have uncovered potential pathways of molecular dysregulation and systems-level disturbance that could be relevant to schizophrenia pathophysiology. We show that heterozygous (or hemizygous) mutations in a set of seven different SCHEMA genes (all of which substantially elevate risk of schizophrenia in humans) have quite heterogeneous effects on the brain transcriptome of mice. The transcriptome-wide impact, the most affected brain region, the most affected age, and the precise genes and pathways that are altered, all showed considerable variation across the SCHEMA mutant models. This heterogeneity underscores that the risk of schizophrenia–which is a diagnosis based solely on clinical symptoms rather than mechanistic understanding of disease–likely arises from many different causes, which can manifest with a variety of transcriptomic perturbations in the brain. In that context, it is unsurprising that different disease-associated genetic variants (such as these different SCHEMA mutations) do not alter the brain transcriptome in a uniform and drastic fashion. Rather, these SCHEMA mutations can have specific and different molecular effects across the brain, which is in keeping with the known clinical heterogeneity of schizophrenia as a psychiatric diagnosis.

Nonetheless, despite the heterogeneity of detailed transcriptomic phenotypes across mutants, we were able to identify convergences and overlaps among the SCHEMA mutants. Our systematic study – a coordinated characterization of multiple schizophrenia risk genes in vivo using non-hypothesis-driven transcriptomics across different brain regions and ages – has not been applied to such a large set of schizophrenia mouse models before. This comprehensive approach allows for the in-depth investigation of each individual SCHEMA gene when mutated in mice [8, 21–25] as well as the meta-analyses of phenotypes across the different mutants, thereby helping to narrow down which effects are most likely to be relevant to the broader disease context. A previous study characterized the function of many ASD-associated genes by sparse cell-specific mutations in mouse brain and identified convergent cellular mechanisms [52, 53], but such an approach cannot address the systems-level question of which regions and networks are affected in the intact brain of multiple different mouse mutants. In humans, a previous study aimed to identify which brain regions are most transcriptomically impacted in schizophrenia patients, and they found the greatest differences in the superior temporal cortex and the anterior and posterior cingulate cortices [54], which we did not analyze in our mouse mutants, but these may be interesting areas to focus on in the future.

A major conclusion from our study is that among the brain regions we surveyed, the striatum is the one that shows the most transcriptomic change and the strongest transcriptomic convergence across all of the SCHEMA mouse mutants characterized in this study. This conclusion, based on systematic, non-hypothesis-driven analysis, supports a long-standing concept that dysfunction of the striatum plays a key role in schizophrenia pathophysiology [34]. Overall in the striatum, we found downregulation across SCHEMA mutants of genes and pathways related to synapses and mitochondrial respiration. One speculative interpretation of this transcriptomic change might be decreased neural activity in the striatum, however examining a set of activity-regulated genes – another potential readout of neuronal activity – revealed no consistent changes in bulk RNA-seq of striatum across mutants. 

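Activity-regulated genes did not pass as a group in *Dagla*+/- striatum at 1 month. Of 12 listed genes, 8 were above and 4 below wild-type, with a median log2 fold change of 0.03 (camera, adjusted p = 0.559). The immediate early genes *Egr2* and *Egr1* had 0.89 (standard error 0.30) and 0.26 (standard error 0.12), and neither passed in edgeR over all genes (adjusted p = 0.174 and 0.243) or when adjusted over the list alone. *Egr1* lies on chromosome 18 from 34859823 to 34864984 of GRCm38. With the cortical marker score as a covariate the list passed, upward (camera, adjusted p = 0.00757). Without *Dagla*+/- 4 the list rose (camera, adjusted p = 0.0379), and without wild-type 4 or *Dagla*+/- 5 camera's direction turned downward (adjusted p = 0.732 and 0.843).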

Single-cell transcriptomic analysis may be informative to better infer changes in activity of neurons in the striatum. Electrophysiological studies of striatal neurons and synapses would also help to understand the functional consequences of the identified transcriptomic changes.

In our meta-analysis we also identified a high impact and a convergence of transcriptomic changes in the thalamus, particularly among SCHEMA genes that do not have an association with DD/ID (*Akap11*, *Dagla*, *Gria3*, *Sp4*). Although less well-studied than PFC and striatum, there is growing evidence of thalamic involvement in schizophrenia [55–57]. This convergent transcriptomic phenotype in the thalamus among non-DD/ID SCHEMA genes, and to a lesser extent *Grin2a*, may point to thalamic disturbances that are more specific to schizophrenia or psychosis spectrum disorders (*Sp4* and *Akap11* are also associated with bipolar disorder) than with severe neurodevelopmental disorders such as DD/ID/ASD. There were many gene sets that followed this divergent pattern between “SCZ/BP-specific” and DD/ID-associated SCHEMA mutants, but most strikingly, we found the upregulation of synapse-related gene sets in the thalamus to distinguish the non-DD/ID SCHEMA mutants from the DD/ID-associated SCHEMA mutants and *Grin2b*^*+/−*^. It is also intriguing that this change in thalamus is anti-correlated with alterations in synapse-related gene sets in the somatosensory cortex - potentially insinuating altered functional connectivity or aberrant communication in the sensory processing pathway from thalamus to sensory cortex. Though we lack spatial resolution in this study, the ventral posterior nucleus, which projects to the somatosensory cortex, was included in our thalamic dissections. This is notable because functional MRI studies in individuals with schizophrenia [58] and individuals with clinical high risk for psychosis [59] have found thalamic over-connectivity with bilateral sensory-motor cortices, and further have identified correlation between thalamic connectivity and cognitive deficits and negative symptoms [60]. In this study we do not have data from other neocortical areas (except PFC), but exploration of additional cortical areas is an interesting direction for follow-up. Imaging studies to assess thalamic functional connectivity in the mouse mutants’ brains would be another compelling follow-up, to identify whether these transcriptomic patterns are related to connectivity. The anti-correlation of synapse-related gene changes between the thalamus and SSC also occurs strongly in the ASD-linked *Grin2b*^*+/−*^ mutant, but in the opposite direction; in that context, we note that altered sensory processing is increasingly recognized as a characteristic feature of autism [61].

In terms of detailed circuitry and specific cell types, this study is limited in resolution due to the analysis of bulk RNA-seq data. Our strategy, however, allowed us to broadly survey many brain regions at two different ages, allowing us to investigate how widespread brain regions and systems are differentially impacted during CNS maturation from juvenile to young adult stages. In its favor, bulk RNA-seq does address total cellular RNA as opposed to just the small fraction of transcripts present in the nucleus. Future assessment of these brain regions of interest using the more costly single-nucleus or single-cell RNA-seq should enable a deeper interpretation of the convergent changes we identified at the bulk level. Spatial transcriptomics is another modality that would be highly informative to better understand the dysfunction in SCHEMA mutant mice. As the mouse mutants are further characterized with behavioral assays, we also plan to search for other subclusters of mutants based on convergence of behavioral and transcriptomic phenotype. Even with bulk RNA-seq, it is clear that age has a substantial influence on the transcriptomic phenotype of all the SCHEMA mutants across every brain region examined, both in terms of transcriptomic impact and nature and direction of genes and pathways affected. One of many examples of this age-dependence is illustrated by the *Grin2a*^*+/−*^ mutant, which shows opposite direction of enrichment of human schizophrenia DEGs at 1 month versus 3 months of age. Overall our observations underscore the importance of age and stage of brain maturation, and the large difference between various brain regions, when considering the impact of genotype on the brain’s gene expression patterns.

This study highlights the usefulness of simultaneous and systematic evaluation of many different genetic models of a given complex disease, rather than just a single example one at a time. We have shown that like schizophrenia itself, its genetic risk factors are very heterogeneous and their heterozygous loss-of-function mutation can lead to a wide variety of molecular changes in the brain. Despite this overall heterogeneity, however, we were able to identify interesting patterns of transcriptomic change that are common across all SCHEMA mutants or shared within defined subsets of SCHEMA mutants. Deeper investigation of these convergent transcriptional phenotypes–as well as extension to additional SCHEMA and non-SCHEMA mutant mice– could help us to understand the shared and the disparate mechanisms that give rise to the clinical syndrome of schizophrenia and to formulate new therapeutic hypotheses.

## Methods

### Mouse models

*Grin2a*^*−/−*^ mice [62] were obtained from the RIKEN BioResource Research Center (RBRC02256) and were crossed with wild-type C57/BL6J mice (Jackson Laboratory, #000664) to generate *Grin2a*^*+/−*^ mice. Mice were bred and maintained as previously described [8]. For each brain region and age, there were 4–7 animals per genotype.

*Akap11*^*+/−*^ heterozygous mice (B6.Cg-Akap11[tm1.2Jsco/J]) [63], were obtained from The Jackson Laboratory following cryorecovery (strain #028922). Mice were bred and maintained as previously described [23]. For each brain region and age, there were 5–6 animals per genotype.

*Zmym2*^*+/−*^ (C57BL/6NJ-Zmym2 em1(IMPC)J/Mmjax) mice were obtained from The Jackson Laboratory. Mice were bred and maintained as previously described [25]. For each brain region and age, there were 5–7 animals per genotype.

The *Srrm2* ^*em1(IMPC)Bay*^ mouse line was used for this study. Mutant mice were re-derived from cryopreserved germplasm by in-vitro fertilization at Harvard Genome Modification Facility (Cambridge, MA), and back-crossed with C57BL/6J (The Jackson Laboratory, #000664). Heterozygous mice and wild-type littermates were bred and maintained as previously described [24]. For each brain region and age, there were 5 animals per genotype.

*Sp4* mutant mice were generated using the CRISPR/Cas9 technique to have an early terminating stop codon in exon 3 as described in Kwon et al., 2024. Mice were bred and maintained as previously described [22]. For each brain region and age, there were 6–11 animals per genotype.

*Gria3* mutant mice were generated using a double-stranded DNA donor knock-in strategy to introduce the GRIA3R210X mutation as described in Huang et al., 2024 [21]. Mice were bred and maintained as previously described [21]. For each brain region and age, there were 4–5 animals per genotype.

Frozen whole brain tissues of *Dagla* mutant mice and their wild-type littermates, as previously described [64], were kindly provided by Dr. Aron Lichtman (Virginia Commonwealth University). For each brain region and age, there were 4–6 animals per genotype.

Frozen whole brain tissues of *Grin2b*^*+/C456Y*^ and their wild-type littermates, all on the genetic background of C57BL/6 J, were kindly provided by Dr. Eunjoon Kim (Department of Biological Sciences, Korea Advanced Institute of Science and Technology, South Korea). For each brain region and age, there were 4–5 animals per genotype.

Brain dissection was performed as previously described [8, 21–25]. For clarity, the PFC represents a dissection of the medial prefrontal cortex, the hippocampus represents a dissection of the dorsal hippocampus, and the striatum represents a biopsy punch of the dorsal striatum. The thalamus and substantia nigra were collected with a biopsy punch; the somatosensory cortex was dissected by hand.

### RNA-sequencing

RNA-sequencing was performed as previously described [8, 21–25]. Briefly, RNA was isolated from micro-dissected tissues using the RNeasy Mini Kit (Qiagen) following the manufacturer’s instructions. Bulk sequencing libraries were prepared using a TruSeq Stranded mRNA Kit (Illumina) following the manufacturer’s instructions. A 10 nM normalized library was pooled, and sequencing was performed on a NovaSeq 6000 S2 (Illumina) with 50 bases each for reads 1 and 2 and 8 bases each for index reads 1 and 2.

### RNA-seq data processing

Raw FASTQ files from each sequencing experiment were aligned to a standardized reference (genome FASTA file and transcriptome GTF were extracted from the CellRanger mm10 reference and used for alignment and quantification) using a Nextflow V1 pipeline [65] (https://github.com/seanken/BulkIsoform/blob/main/Pipeline). Data that were not previously published, but generated in the same study [8], were included for *Grin2a* and *Grin2b* mutant substantia nigra, and *Grin2a* wild-type 3 month PFC. Data from the 3 month substantia nigra for *Srrm2* mutants were not analyzed due to low number of replicates. Quantification was performed by Salmon [66] (version 1.7.0, with arguments -l A --posBias --seqBias --gcBias --validateMapping), using a Salmon reference built with the salmon index command with genomic decoys included. Quality metrics were obtained from STAR alignment (version 2.7.10a) [67] and Picard tools CollectRnaSeqMetric command [68] (version 2.26.7)(Supplemental Table 1). Samples with poor quality were removed from analysis (Supplemental Table 1).

### Differential expression

Differential expression (DE) analysis was performed between heterozygous mutant and wild-type mice for each individual experiment (SCHEMA mutant, age, and brain region) using the Wald test in R package DESeq2 [69] (version 1.34). Salmon output was loaded using R package tximport [70] (version 1.22). All genes that had at least 10 counts across all samples in each experiment were included in our analysis. Due to evidence of dissection variability in striatum by excitatory markers, DESeq2’s PC1 was added as a covariate for differential expression in 1 month *Akap11* and 1 month *Grin2b*. Log_2_ fold change shrinkage was applied using the “normal” shrinkage estimator in DESeq2. DESeq2’s default results filtering was used and all genes in a given experiment with padj = NA were removed from downstream analysis. For *Akap11* 1 month hippocampus and thalamus, and *Grin2a* 1 month hippocampus, the default filtering removed the majority of genes, so we changed the filtering for the heterozygous vs. WT comparison to match the less aggressive filtering in the knockout vs. WT comparison.

### Gene set enrichment analysis

Gene set enrichment analysis (GSEA) was performed using R package fgsea [71] (version 1.20). GSEA was run separately for each set of DE results (i.e., each mutant, brain region, and age), using DESeq2’s “stat” column to rank the genes. GSEA for meta-analysis was performed using the GO database with the recommended minimum gene set size of 15 and maximum gene set size of 500, and the GO gene sets were downloaded using R package AnnotationDbi [72] (version 1.56.2). For plotting purposes only, GSEA was also run with a maximum gene set size of 2500 so that gene sets of interest (e.g. “synapse”) could be examined. GSEA was also run separately on the synGO database [47] (version 1.1), and in the cases where the mutant gene was in a synGO gene set, it was removed from the input. For comparison to human genetic data from psychiatric and neurological diseases, GSEA was run on curated gene sets as previously described [8]. Finally, for comparison to human PFC and striatum RNA-seq data, gene sets were created for schizophrenia upregulated (padj < 0.05 & log_2_FC > 0) and downregulated (padj < 0.05 & log_2_FC < 0) genes in BrainSeq [42, 46] and GSEA was run using these gene sets. FDR was calculated across all experiments for this specific human-SCZ DEG gene set analysis.

### TRADE

For each mutant, we re-estimated differential expression effects using DESeq2 without shrinkage. We included surrogate variables estimated with SVA [73] as fixed effects in the DESeq2 model. We picked the number of surrogate variables using the permutation-based ‘be’ method included in SVA.

We then submitted the DESeq2 summary statistics for analysis with TRADE [30] to estimate the distribution of differential expression effects. Briefly, TRADE fits a flexible mixture distribution to the gene-wise log_2_FCs and standard errors to estimate the distribution of effect sizes across genes. The key output of the TRADE analysis is the “transcriptome-wide impact”, the variance of the effect size distribution, which is a measure of the overall impact of a perturbation on the transcriptome.

To assess significance of these estimates, we repeated the above analysis 1000 times with permuted genotype labels, and computed the proportion of permutation transcriptome-wide impact estimates that were larger than the empirical estimate.

To meta-analyze transcriptome-wide impact across experiments, we used Fisher’s method to combine p values from all SCHEMA mutants into a meta p value.

To obtain meta-analytic transcriptome-wide impact point estimates and standard errors for visualization, we used a heuristic approach. We used point estimates and permutation p values to estimate standard errors using the quantile function of the standard normal distribution, i.e., assuming that the sampling distribution of the estimate is normal, which is asymptotically true but may not hold at finite sample size. We note that this heuristic assumption does not affect the validity of the estimated meta p values. We used precision-weighted fixed effects meta-analysis to obtain meta point estimates and standard errors from the experiment-wise point estimates and standard errors.

### Meta-analysis

Stouffer’s weighted Z-score meta-analysis was performed across all SCHEMA mutants separately for each age and brain region to identify the strongest and most consistent changes across mutants. For each gene set in GSEA or gene in DE, the individual Z score (Z_i_) for each mutant was calculated by applying R’s qnorm function to the p-value divided by 2, then multiplying by the sign of the NES or log_2_FC and −1. Then, the meta-analysis statistic (Z) was calculated with the following formula:

$$Z=\frac{{\sum }_{i}\,{Z}_{i}\,{w}_{i}}{\sqrt{{\sum }_{i}\,{w}_{i}^{2}}}$$

Weights (w_i_) were defined as the square root of the total N (mutant + wild type) for each experiment. The meta-Z score was then converted to a p-value and FDR correction was applied within each brain region and age. When counting the number of significant genes by meta-analysis, the mutant genes were not included. For plotting purposes only, meta-analysis results were filtered to reduce redundancy in GO terms using the function go_reduce from R package RHReynolds/rutils [74] (version 0.99.2). We input the absolute value of Stouffer’s Z as the score for each GO term, and the threshold was set to 0.9 for striatum and thalamus, and 0.7 for PFC.

### Correlation

For cross-mutant correlation plots, Spearman correlation was performed on the NES from GSEA for the union of nominally significant (p < 0.05) gene sets for each pair of mutant models. For correlation with human RNA-seq data, Spearman correlation was performed on the logFCs of the union of nominally significant genes between the PFC DE results from each mutant at each age and the human PFC differential expression results [46].

For correlation between thalamus synaptic gene sets and gene sets in all other regions, in 1 month thalamus, GO gene sets which contained “synap”, “dendrit”, and “axon” and were nominally significant in at least 3 mutants were selected. For each other brain region, all gene sets that were nominally significant in at least 3 mutants were selected. Then, both Spearman and Pearson correlations were performed on the NES across SCHEMA mutants for each gene set. P-values for each correlation were derived from a t-statistic calculated as:

$$t=r\sqrt{\frac{n-2}{1-{r}^{2}}}$$

The p-values were then FDR-corrected to determine significance.

### Cell type deconvolution

Cell type deconvolution analysis was performed using MuSiC (version 1.0.0) in R with default settings [75]. As a reference, we used single cell level gene expression data from https://mousebrain.org [76]. We used the broad cell-type classes as defined in the atlas. We selected cells from mice with ages greater than P20. For striatum deconvolution, we selected cells from the tissue “StriatDor”, and for thalamus deconvolution we selected cells from the tissue “Thal”. We then applied MuSiC to the counts data for each sample output by Salmon. For each mutant and each cell type, we tested for differences in cell type proportions between mutant and wild type animals using a t-test and applied FDR-correction across the cell types.

## Supplementary information

Supplemental Figures

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

Supplemental Table 5

Supplemental Table 6

Supplemental Table 7

Supplemental Table 8

Supplemental Table 9

Supplemental Table 10

Supplemental Table 11

Supplemental Table 12

## Data Availability

Data for *Akap11* [23], *Gria3* [21], *Grin2a* [8], *Sp4* [22], *Srrm2* [24], *Zmym2* [25], and *Grin2b* [8] mutants have been previously described. Data for *Dagla* mutants and substantia nigra data from *Grin2a* and *Grin2b* mutants has been uploaded to GEO at accession number GSE299704. Extended results data are available upon request.

## Code availability

Code is available in a GitHub repository at https://github.com/StanleyCenter-ShengLab/PerzelMandell_etal_2024.

# Supplementary material for: Meta-analysis of the brain transcriptomes of multiple genetic mouse models of schizophrenia highlights dysregulation in striatum and thalamus
**Source:** Transl Psychiatry. 2025 Sep 29;15:345. doi: 10.1038/s41398-025-03563-5
**Supplement:** Supplementary file 1 — Supplemental Figures

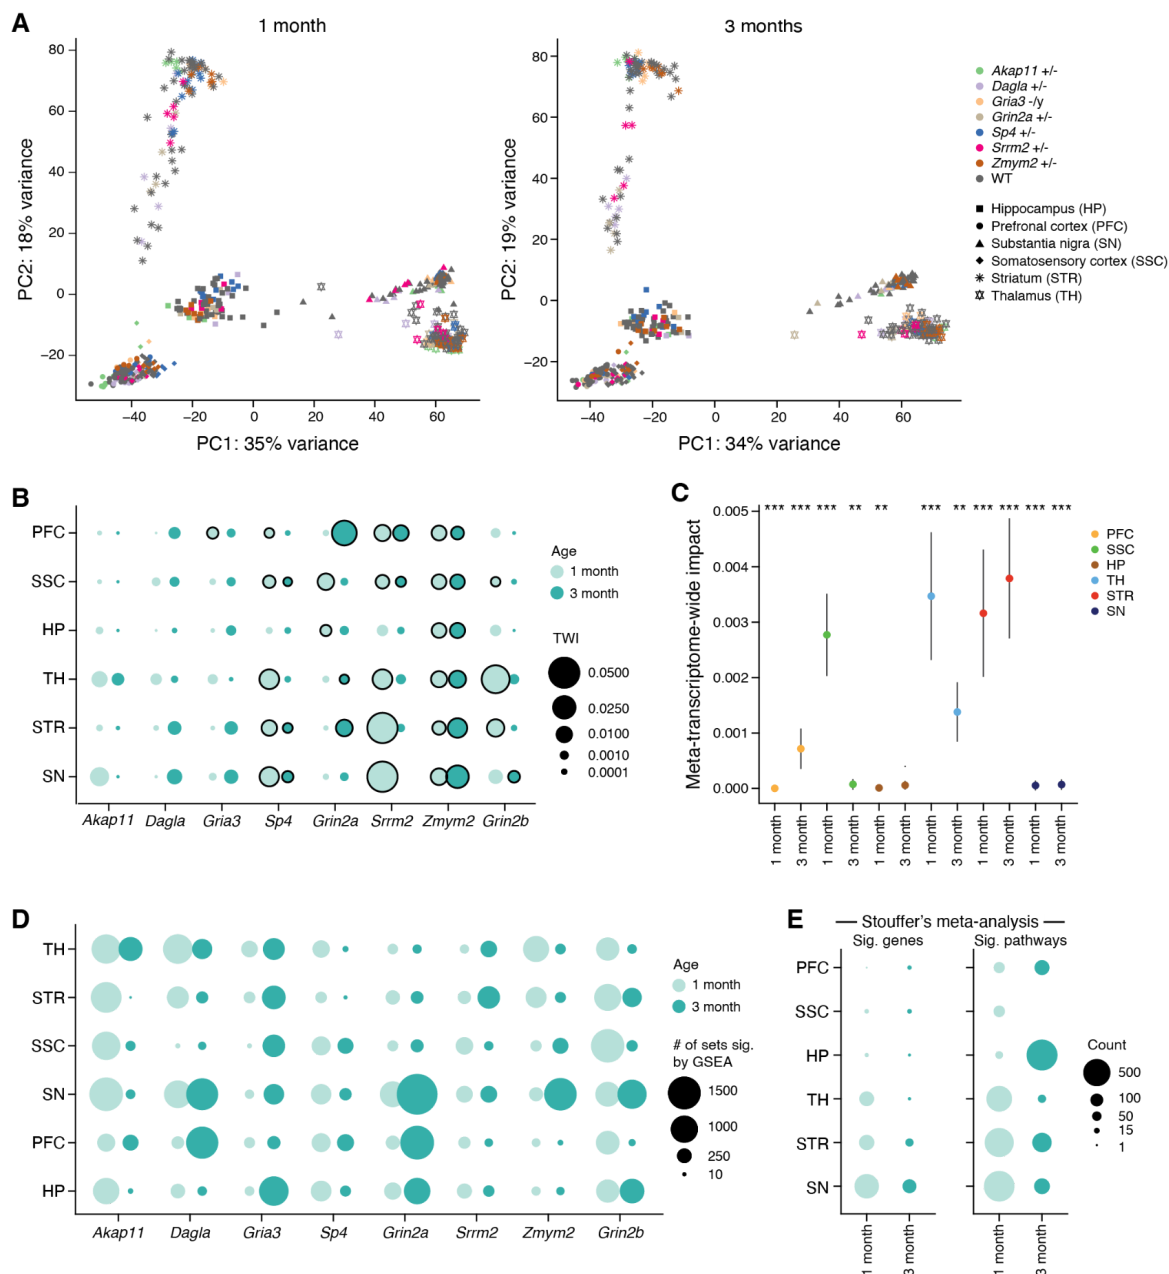

Supplemental Figure 1. Breadth of RNA-sequencing and transcriptomic impact of SCHEMA mutants

A) PCA of all samples included in this meta-analysis, with color representing genotype and shape representing brain region **B)** Transcriptome-wide impact scores for each mutant, brain region, and age, as indicated. Bubble size indicates TWI score, color indicates age, and a black ring indicates nominal significance ($p < 0.05$). **C)** Meta-TWI as meta-analyzed across SCHEMA mutants for each age and brain region. Stars indicate significance, * : FDR < 0.05, ** : FDR < 0.01, *** : FDR < 0.001 **D)** Number of significant gene sets by GSEA for each mutant, brain region, and age. **E)** Number of significant genes and GO gene sets (pathways) by Stouffer's meta-analysis across SCHEMA mutants for each brain region and age.

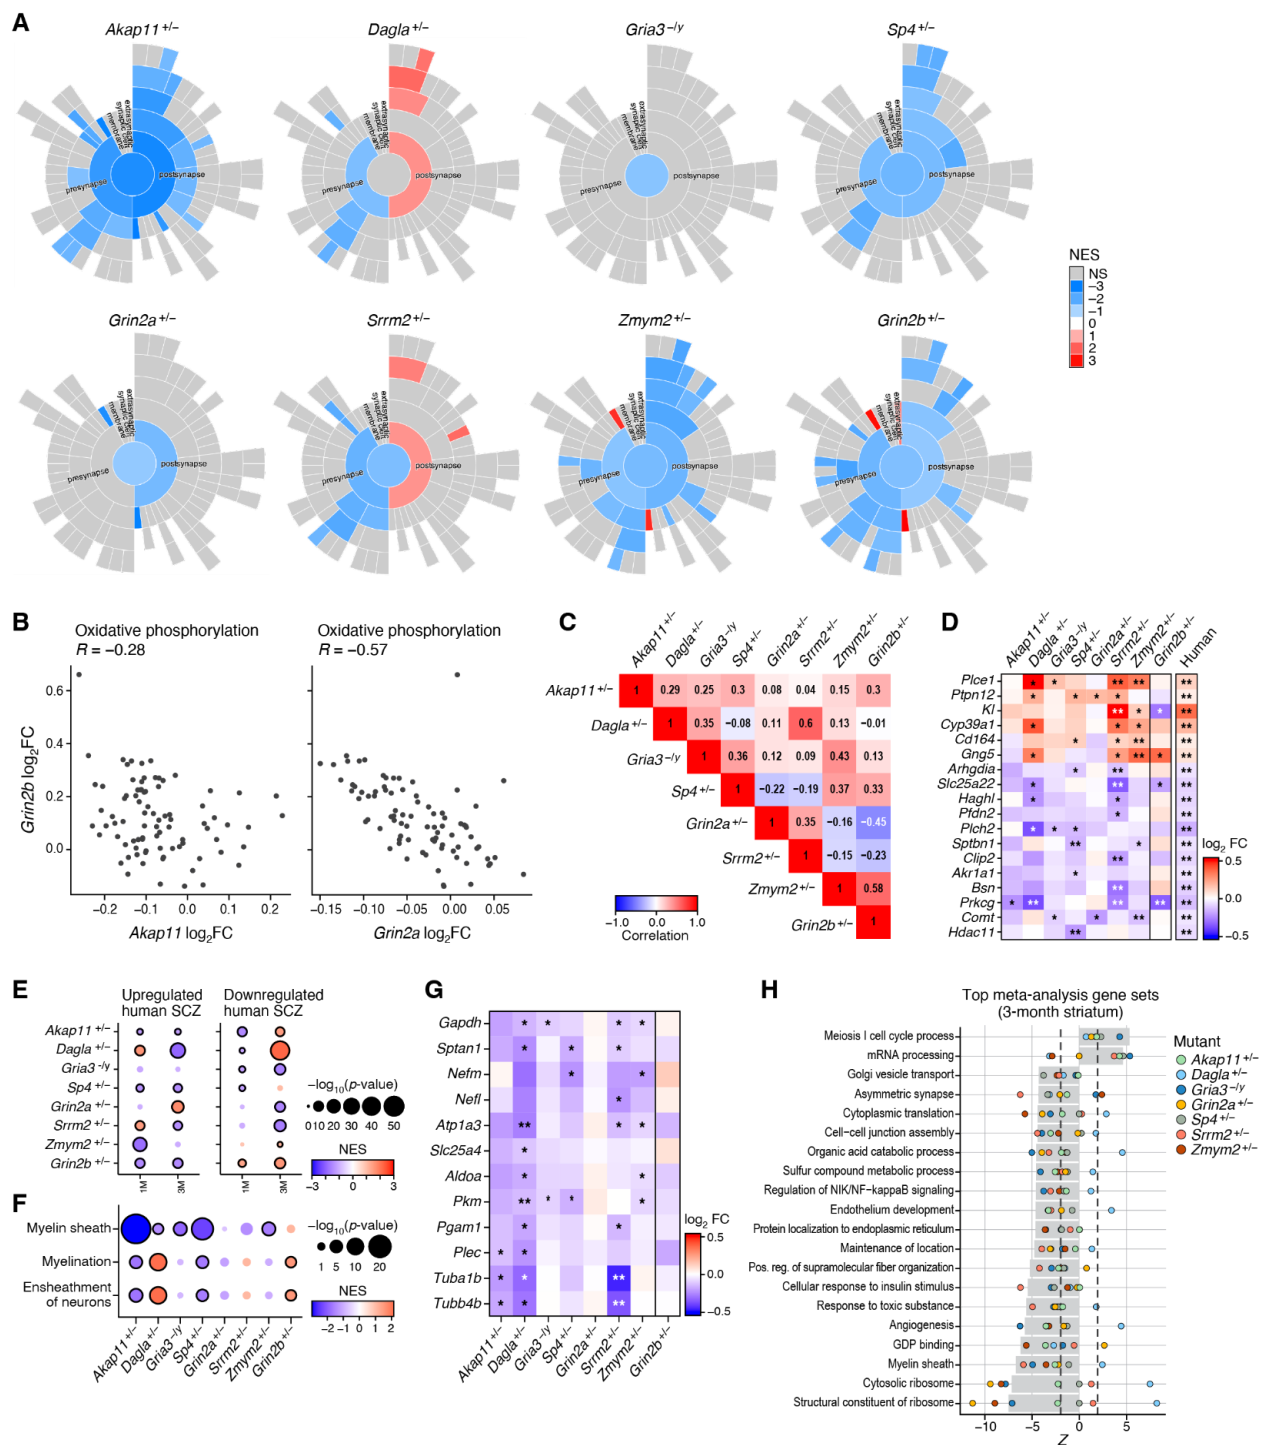

Supplemental Figure 2. Convergence of pathway-level transcriptomic changes in SCHEMA mouse striatum

A) SynGO sunburst plots for GSEA in 1 month striatum. Color represents NES, and non significant terms (FDR > 0.05) are plotted in gray. See Supplemental Figure 5 for extended plot

annotation, and full key to the sunburst plot can be found at the synGO portal <https://www.syngoportal.org/>

B) Correlation of $\log_2\text{FC}$ for all genes in the “oxidative phosphorylation” GO gene set between SCHEMA mutants (Grin2a and Akap11) and Grin2b

C) Correlation of GSEA results across mutants. Spearman's correlation was performed on the union of nominally significant gene sets for each pair of mutants in 1 month striatum. Number represents Spearman's correlation coefficient.

D) Genes which are significant and direction-matching by meta-analysis of SCHEMA mutants and in human patient post-mortem striatum * : $p < 0.05$, ** : $\text{FDR} < 0.05$

E) GSEA for upregulated DEGs and downregulated DEGs identified in human patient postmortem striatum. Black ring indicates $\text{FDR} < 0.05$.

F) Individual GSEA results for myelin related gene sets in 1 month striatum. Black ring indicates $\text{FDR} < 0.05$.

G) Most consistently downregulated genes in the myelin sheath gene set across SCHEMA mutants in 1 month striatum as determined by a rank-sum approach. * : $p < 0.05$, ** : $\text{FDR} < 0.05$.

H) Top 20 most significant gene set changes by meta-analysis in 3 month striatum across SCHEMA mutants. Gray bar represents Stouffer's meta Z score, each point represents the individual gene set Z scores from each SCHEMA mutants. Dashed lines correspond to the Z score which represents nominal significance ($p < 0.05$). For the purpose of display, redundant gene sets were collapsed and only the strongest of the similar gene sets is plotted (see Methods)

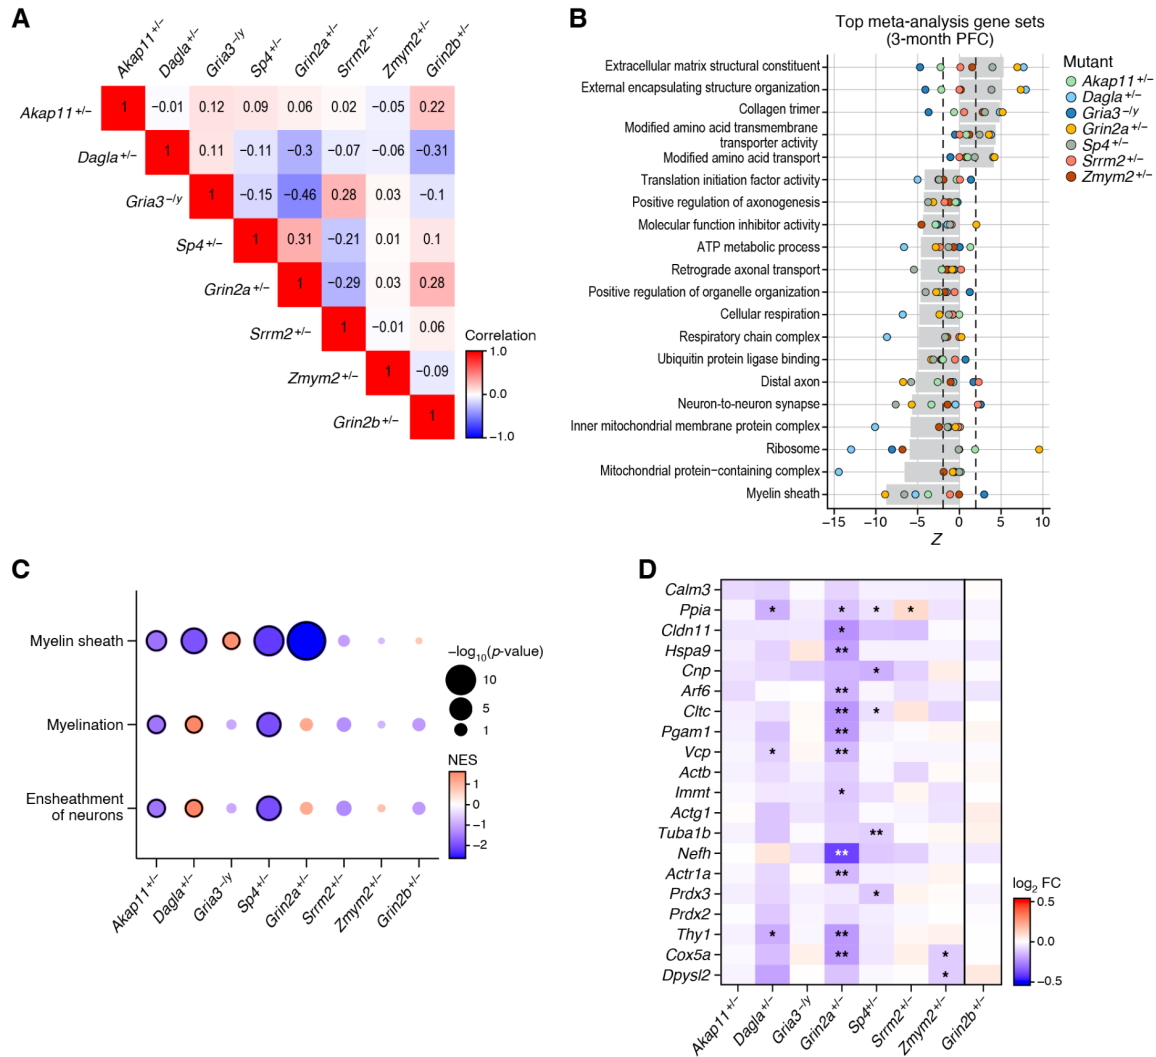

Supplemental Figure 3. Heterogeneity of transcriptomic change in SCHEMA mouse PFC

A) Correlation of DE results in PFC across mutants. Spearman's correlation was performed on the union of nominally significant genes for each pair of mutants in 1 month PFC. Number represents Spearman's correlation coefficient. **B)** Top 20 most significant gene set changes by meta-analysis in 3 month PFC across SCHEMA mutants. Gray bar represents Stouffer's meta Z score, each point represents the individual gene set Z scores from each SCHEMA mutants. Dashed lines correspond to the Z score which represents nominal significance ($p < 0.05$). For the purpose of display, redundant gene sets were collapsed and only the strongest of the similar gene sets is plotted (see Methods) **C)** Individual GSEA results for myelin related gene sets in 3 month PFC. Black ring indicates $FDR < 0.05$. **D)** Most consistently downregulated genes in the myelin sheath gene set across SCHEMA mutants in 3 month PFC as determined by a rank-sum approach. *: $p < 0.05$, **: $FDR < 0.05$

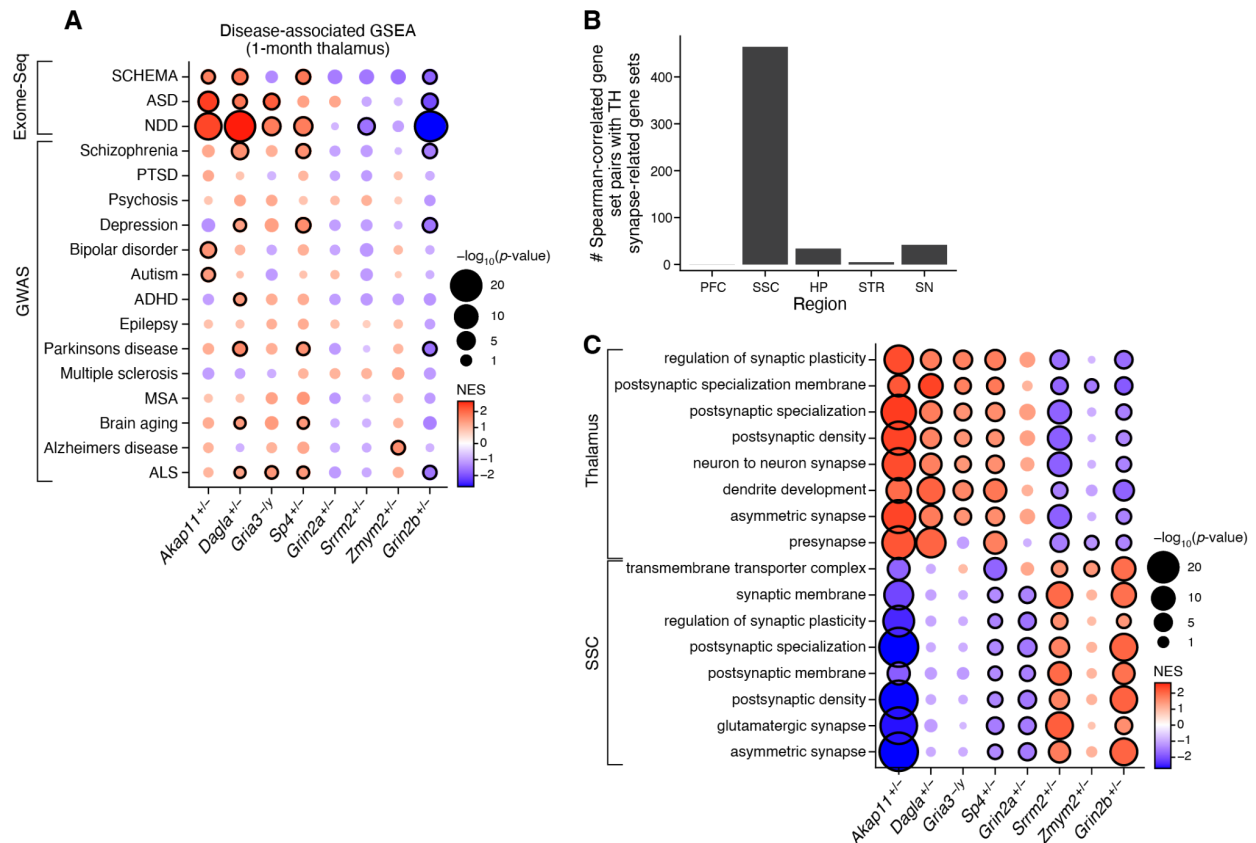

Supplemental Figure 4. Divergence between DD/ID- and non-DD/ID associated SCHEMA mutants in synaptic disease-related pathways

A) GSEA results in 1 month thalamus from disease gene sets based on GWAS and exome sequencing studies. Black ring indicates FDR < 0.05. **B)** Number of significant (FDR < 0.05) gene set correlations between the NES of synapse related gene sets in 1 month thalamus and the NES of any gene set in other regions at 1 month across SCHEMA mutants, as determined by Spearman correlation. **C)** GSEA results from gene sets involved in top synapse-related gene set anticorrelations in 1 month thalamus and SSC. Black ring indicates FDR < 0.05.

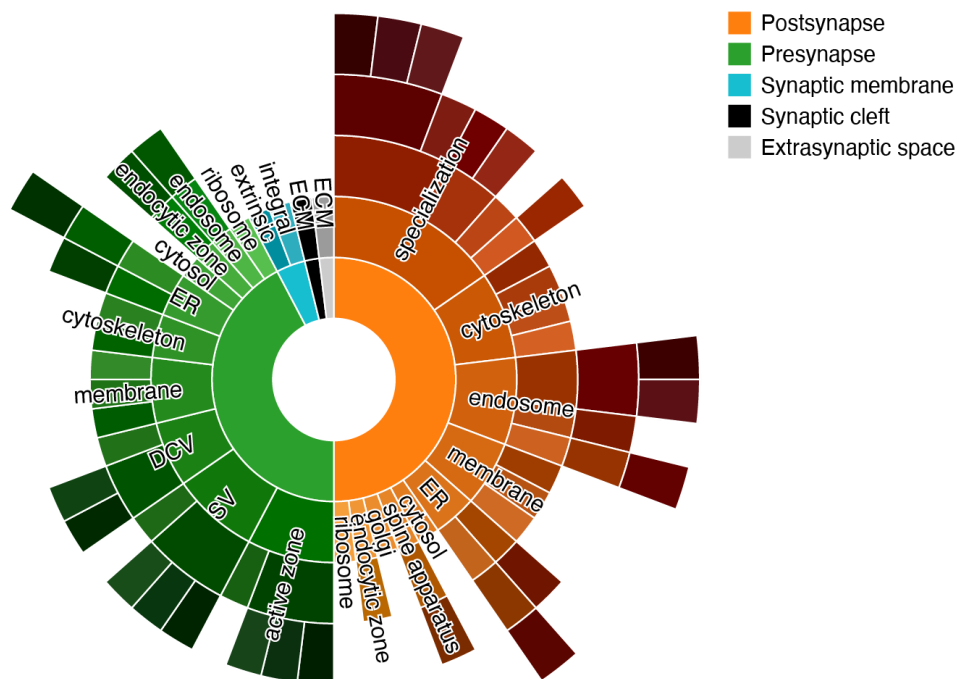

Supplemental Figure 5. Extended annotation of synGO cellular component sunburst plot.
Annotation of all plot segments can be found at <https://www.syngoportal.org/>.

Supplemental Table 1: Samples and QC

Supplemental Table 2: Differential Gene Expression Results

Supplemental Table 3: TRADE results

Supplemental Table 4: Convergence results

Supplemental Table 5: GO Gene Set Enrichment Analysis Results

Supplemental Table 6: GSEA Stouffer's Meta-Analysis Results

Supplemental Table 7: Cell Type Deconvolution Results

Supplemental Table 8: Differential Expression Stouffer's Meta-Analysis Results

Supplemental Table 9: GSEA using DEGs in human SCZ

Supplemental Table 10: synGO GSEA Results

Supplemental Table 11: Disease Gene Set GSEA in 1 month thalamus

Supplemental Table 12: Correlation between 1 month thalamus GSEA and other brain regions

How the deposited data were processed for this re-analysis (not part of the article)

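The deposited data analysed here are bulk RNA sequencing libraries of mouse brain, 235 in all. The *Dagla* line gave 66 wild-type, 59 heterozygous and 60 knockout libraries from hippocampus, PFC, substantia nigra, SSC, striatum and thalamus at 1 and 3 months (4 and 12 weeks in the labels). The *Grin2a* line gave 10 wild-type, 10 heterozygous and 10 knockout libraries and the *Grin2b* line 10 wild-type and 10 heterozygous libraries, all from substantia nigra at both ages. Genotype, region, age and replicate number were taken from the sample labels and columns, and 0 samples were without a column of values. Data of the other mutants were not used here.

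The authors aligned the reads to the mm10 transcriptome of the CellRanger reference with Salmon 1.7.0 and loaded the output with tximport. The deposited files hold estimated counts per gene, named by gene symbol, for 28338 genes. They include no normalization, no filter on low counts and no surrogate variables, which the authors applied later in DESeq2. The estimated counts are not whole numbers, and each was rounded to a whole number before testing. Salmon's counts of genes with near-identical copies rest on its own assignment of shared reads.

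Total counts per library ran from 21895353 to 83289830 in the *Dagla* line at 1 month (median 45054738) and from 15045961 to 122533010 at 3 months, where wild-type 2 of striatum and knockout 5 of PFC held 2315 and 2428 counts. The paper states that it removed samples of low quality, and whether these 2 were among them was not determined here. They were kept, since no rule for leaving out libraries had been set, and the values without them are given as an alternative. In the *Grin2a* and *Grin2b* lines the lowest totals were 16082906 and 16392473. No 2 libraries of a group were copies of each other.

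Heterozygous and wild-type libraries were compared within each line, region and age (16 comparisons) with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test), over genes with at least 10 counts summed over the libraries of the comparison, with Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Knockout and wild-type libraries were compared in the same way (14 comparisons). 33 gene lists, of synaptic, metabolic, RNA-processing and other functions, of genes the paper names and of markers of 14 cell types, were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01 where at least 5 members were tested, and again with a correlation estimated from the data. Gene Ontology sets were not used, so a list here is shorter than the set of like name in the paper. With an estimated correlation no list passed in the comparisons and lists described at the conclusions.

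CPM are counts scaled to the normalized library total. Marker scores, the mean of log2(CPM + 1) over a list, were compared by exact permutation of the genotype labels, adjusted over the marker lists. The difference of the genotype effect between ages, and between thalamus and SSC, was tested as its own contrast in edgeR and camera. The variance of effects across the transcriptome was estimated from unshrunk DESeq2 1.42.0 log2 fold changes and their standard errors, with surrogate variables from sva 3.50.0 (method be, 5 permutations, at least 4 residual degrees of freedom kept) as covariates, by a mixture of uniform distributions fitted by expectation-maximization, with a weight of 10 on no effect. TRADE itself was not used. Its error is a jackknife over left-out libraries. The comparisons were repeated on other splits of the same libraries into groups of the same sizes, 60 splits for counts of genes and 21 for the variance of effects, the real split included.

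The lists, the tests, the rule for named genes and most alternatives were fixed before the data were examined. The paper's tables and figures, which rest in part on these libraries, had been seen by then. The presynapse, postsynapse and glycolysis lists hold genes that the paper names, so their results are not blind to the paper. Genes are named where they are the mutated gene, where the text of the paper names them for that region and age, where they are among the 5 largest rises or falls past the threshold with a mean of at least 1 CPM and all libraries on 1 side of the wild-type mean, or where they are among the 4 members of a described list with the smallest p. The alternatives were DESeq2's Wald test with fgsea 1.28.0, RLE size factors, edgeR's filterByExpr, no filter, knockout libraries in the fit, a block for the replicate number, the first principal component or the cortical marker score as a covariate in striatum and thalamus at 1 month, and each library left out in turn. Added after the data were seen were DESeq2 without a library of doubtful label or depth, the age difference without the nearly empty library, an estimated correlation for the age difference, thalamus against SSC without the library labelled wild-type 6, the test of cortical against medium spiny neuron scores over pooled deviations, and the check of the labels of wild-type 6 and knockout 5 by genes near *Dagla*.

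The gene and list tests were run on simulated counts with known changes. The mixture fit behind the variance of effects was run on drawn effects with given standard errors. No counts, DESeq2 fit or surrogate variables entered it, so its behaviour on genes with few counts was not tested. For striatum of the *Dagla* line at 1 month, 200 of the 19012 simulated genes were changed, and 30 more were raised together for the list test. Among the 200, edgeR called 29.9% of changes of 0.5 on the log2 scale, 77.6% of changes of 1 and 97.0% of changes of 2. For thalamus at 1 month it called 19.4%, 71.6% and 95.5% of changes of these sizes among 18936 genes. For *Grin2b* substantia nigra at 3 months it called 61.2% of changes of 0.5. In the simulated striatum DESeq2 called 41.8%, 91.0% and 100% of changes of the 3 sizes, and with them 40 unchanged genes where edgeR called 5. In thalamus the unchanged genes called were 39 and 4, and in *Grin2b* substantia nigra 32 and 7, so DESeq2 counts given beside those of edgeR hold more false calls in these simulations.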

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

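Of the tests in this part, DESeq2 without the library labelled wild-type 6, the age difference in striatum without the nearly empty library, the estimated correlation for the age difference and the check of labels by genes near *Dagla* were chosen only after the data were seen. Libraries far from the others were sought in 106 groups of libraries, of which 15 held such a library where chance gives about 1 in 20 groups (5.30).

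In *Dagla*+/- striatum at 1 month, genes of dopamine and serotonin signalling and markers of medium spiny neurons were higher than in wild-type mice, with median log2 fold changes of 0.85 (9 of 9 genes above wild-type) and 0.79 (18 of 18), and cortical neuron markers were lower (−0.85, 12 of 12 below). A sample far from the others was wild-type 2, with a medium spiny neuron score of 5.03 against 7.79 to 8.53 in the other wild-type libraries. Against a difference in library size, 3 of 5 heterozygous totals lay within the wild-type range of 35707686 to 51453121 (heterozygous 37940605 to 60930824). Less adjoining cortex in the heterozygous samples stays open, and the outcomes set for it beforehand were seen. The cortical score was lower, though not after adjustment. The cortical and medium spiny neuron scores had a Pearson r of −0.91 within wild-type and −0.89 within heterozygous mice. With the cortical score as a covariate, 45.2% of the median rise of dopamine and serotonin genes was kept, under the limit set beforehand. With each library left out this share ran from 16.3% to 58.5%, so not every fit was under that limit. Of the rise of medium spiny neuron markers 47.9% was kept (22.0% to 59.3%). The paper's methods report that striatal dissections varied by excitatory markers. They added the first principal component for *Akap11* and *Grin2b* at 1 month, and not for *Dagla*. A change of striatal neurons through the lower dose of *Dagla* stays open too and was not tested.

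In *Dagla*+/- thalamus at 1 month, presynaptic genes were higher, with a median log2 fold change of 0.10 and 30 of 32 genes above wild-type (camera, adjusted p = 7.1e-05, and 0.457 with an estimated correlation). A sample far from the others was wild-type 2, with a thalamic neuron score of 6.92 against 7.88 to 8.33 in the others, and without this library the adjusted p of the thalamic neuron list was 0.957. More neurons and fewer astrocytes in the heterozygous samples cannot be told apart from a change within neurons: the thalamic neuron score gave an exact permutation p of 0.487, the astrocyte score 0.0390, and bulk tissue has no count of cells that decides between them. The effect of *Dagla* dose on thalamic neurons was not tested apart from this.

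At 1 month the library labelled wild-type 6 had low and the library labelled knockout 5 high *Dagla* RNA. Far from the others of their group, whose range follows, were wild-type 6 in PFC (86.1 against 152 to 186 CPM) and thalamus (102 against 197 to 249), and knockout 5 in SSC (226 against 129.9 to 140.3), striatum (201 against 131 to 140.4) and thalamus (215 against 104 to 128). By a gap smaller for the spread of its group, wild-type 6 was also below the other wild-type libraries in striatum (111 against 189 to 248), SSC (128 against 207 to 263), hippocampus (208 against 252 to 374) and substantia nigra (45.3 against 57.5 to 95.1). By *Dagla* level, both libraries were nearer the other label in 6 of 6 regions. By the genes near *Dagla*, both were nearer the other label in 1 of 6 regions and nearer their own label in 0, with wild-type 6 nearer the knockouts in 5 and knockout 5 nearer wild-type in 2. Of 214 genes in the window this score rests on 1, *Flrt1*, and the other libraries of the genotypes stood apart by it in 1 region, so it decides nothing. Each of the 2 labels stands for 1 library in each of the 6 regions. An exchange of labels and unusual *Dagla* levels in the libraries so labelled cannot be told apart, and no biological explanation was tested. Without wild-type 6, DESeq2 called 637 genes in *Dagla*+/- striatum at 1 month (685 with it), and the presynapse list in SSC turned downward (camera, adjusted p = 0.720).

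At 3 months, wild-type 2 of *Dagla* striatum and knockout 5 of *Dagla* PFC had almost no counts. Knockout 5 of PFC had a total of 2428 against 40853361 to 56049886 and *Dagla* at 0 CPM against 99.9 to 134, and wild-type 2 of striatum had *Dagla* at 0 CPM against 146 to 181, with a total of 2315 counts. In hippocampus at 3 months, *Dagla* was low in heterozygous 5 (129.7 against 191 to 213 CPM) and wild-type 3 (241 against 280.5 to 292). *Grin2a* in substantia nigra of the *Grin2a* line at 3 months was high in heterozygous 6, at 120.3 against 33.1 to 45.4 CPM. That level is also above the wild-type range of 47.3 to 88.8 CPM, so it goes against the label, which was not checked further. Large totals were those of heterozygous 2 in *Dagla* substantia nigra at 3 months, with 112852130 against 34758354 to 50210767, and of wild-type 3 in *Grin2a* substantia nigra at 3 months, with 36750776 against 24537721 to 27928581, each against the range of the other libraries.

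The *Dagla*+/- effect differed between ages in 2 genes of SSC in edgeR, both lower at 3 months (*Adamts10* by −0.81, adjusted p = 0.0260 and *Col16a1* by −0.95, adjusted p = 0.0283, named after their values were seen), and in 14 genes of striatum (9 without the nearly empty library, 1 in DESeq2). As a difference between groups, the 3-month minus the 1-month effect in striatum had medians of 0.30 for presynaptic genes, 0.16 for nuclear oxidative phosphorylation, −0.73 for dopamine and serotonin genes, −0.66 for medium spiny neuron markers and 0.59 for cortical excitatory neuron markers (camera on the age difference, adjusted p = 1.3e-05, 1.7e-06, 0.00697, 7.5e-04 and 4.1e-04, and 0.772 each with an estimated correlation). Thalamus minus SSC at 1 month had a median of 0.0960 for presynaptic genes (camera on the region difference, adjusted p = 0.00436, and 0.811 with an estimated correlation).

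Knockout libraries, which the paper's heterozygous comparisons leave out, gave signals in edgeR against wild-type (in brackets, the range of the count with each library left out): 1 (1 to 3) gene in hippocampus at 3 months, *Dagla*, 6 (0 to 561) in PFC at 3 months, 1550 (25 to 4542) in thalamus at 3 months, and 1 (1 to 1599) in *Grin2a* substantia nigra at 1 month and 1 (0 to 2) at 3 months, *Grin2a* in both.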

How the results depend on the processing

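Chosen only after the data were seen were DESeq2 without the library labelled wild-type 6 at 1 month or without a nearly empty library, the age difference in striatum without the nearly empty library, the estimated correlation for the age difference, and thalamus minus SSC without the library labelled wild-type 6. Depth limits the comparisons that hold wild-type 2 of striatum and knockout 5 of PFC at 3 months, with 2315 and 2428 counts, while the other libraries had at least 15045961 counts. On counts simulated for striatum at 1 month, edgeR called 29.9% of changes of 0.5 and 77.6% of changes of 1 on the log2 scale, so most changes of 0.5 were missed there, while 61.2% were called for *Grin2b* substantia nigra at 3 months. Where a value changed under an alternative, the cause was not tested, apart from the fewer genes that filterByExpr keeps and the fewer libraries of a fit that leaves 1 out. Each alternative set for these results was run.

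Direction and side of the threshold were kept by 465 of 538 alternative values of gene list tests, 1874 of 1962 of single named genes and 91 of 91 of marker scores (RLE size factors, z-scores and each library left out). Of the named genes, 64 values lost and 14 gained the threshold and 10 turned. Among the counts of genes, 232 of 269 heterozygous and 133 of 190 knockout values stayed within 1.5 times the reported count. Most of the reported counts were 0, and for these the values that stayed were 0 again. Variances of effects moved beyond their error in 5 of 213 values. That error comes from the same fits with a library left out, so few of these can exceed it, and this count does not show stable values. With each library left out, the variance ran from 0.00297 to 0.222 in *Dagla*+/- PFC and from 0.00882 to 0.125 in substantia nigra at 3 months. RLE size factors and the absence of a filter changed no count of heterozygous genes by more than this, and RLE size factors and filterByExpr left each of the 32 list tests on its side of the threshold in its direction.

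DESeq2's Wald test in place of edgeR changed most counts (here and below, the mice are *Dagla* unless *Grin2a* or *Grin2b* is named, and brackets give edgeR counts other than 0). Heterozygous genes numbered at 1 month 2 in PFC, 3 in substantia nigra, 2 in SSC, 685 in striatum, 13 in thalamus, 1 in *Grin2a* substantia nigra and 52 in *Grin2b* substantia nigra, and at 3 months 4 in hippocampus, 69 in PFC, 13 in substantia nigra, 30 in SSC, 0 in striatum (27), 8 in thalamus, 36 in *Grin2a* substantia nigra and 184 in *Grin2b* substantia nigra. Knockout genes numbered at 1 month 35 in hippocampus, 502 in PFC, 5 in substantia nigra, 70 in SSC, 4 in striatum, 12 in thalamus and 130 in *Grin2a* substantia nigra (1), and at 3 months 25 in hippocampus (1), 0 in PFC (6), 239 in substantia nigra, 3 in SSC, 3607 in thalamus (1550) and 157 in *Grin2a* substantia nigra (1). Genes whose effect differed between ages numbered 3 in hippocampus, 7 in PFC, 30 in substantia nigra, 34 in SSC (2), 1 in striatum (14), 1 in thalamus and 105 in *Grin2b* substantia nigra. The log2 fold change of *Htr4* in striatum at 3 months turned from 0.56 to −0.13. With fgsea on the DESeq2 statistic, the adjusted p in thalamus at 1 month became 0.0177 for extracellular matrix and 0.0554 for thalamic neuron markers.

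Without the library labelled wild-type 6, DESeq2 called at 1 month 1 in PFC, 6 in substantia nigra, 5 in SSC, 637 in striatum and 3 in thalamus. Leaving out wild-type 2, it called at 3 months 75 in striatum (27) for heterozygous and at 3 months 10 in striatum for knockout mice, and leaving out knockout 5, it called at 3 months 789 in PFC (6). The age difference in striatum without the nearly empty library called 9 genes in edgeR.

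With the replicate number as a block, edgeR called at 3 months 7 in PFC, 4 in SSC and 216 in striatum (27) for heterozygous mice, and at 1 month 2 in SSC and 2 in *Grin2a* substantia nigra (1), and at 3 months 0 in hippocampus (1), 136 in PFC (6), 10 in striatum and 815 in thalamus (1550) for knockout mice. The adjusted p of nuclear oxidative phosphorylation in PFC at 1 month became 0.0942, and that of presynapse in SSC at 1 month 0.672 with its direction turned. The block changed the side of the threshold of no other gene list and moved no other count by more than 1.5 times. The labels and the paper tie no shared animal, litter or day to a number. Deviations from the group means correlated by over 0.1 in each same-number pair in 0 of 16 comparisons. The heterozygous libraries each correlated best with their own number in 0 of 16. Both measures are strict, since 1 noisy pair can break them. In most comparisons the mean correlation of same-number pairs was above that of other pairs, as in SSC at 3 months (0.21 against −0.054). It was below in PFC (−0.16 against 0.035) and *Grin2a* substantia nigra (−0.064 against 0.017) at 1 month. These are hints from the data, not the design, and a pairing by number stays open.

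Over the genes kept by filterByExpr, knockout hippocampus at 1 month had 1 gene, the age difference in striatum 24 genes, and the variance of effects was 0.00954 in substantia nigra at 3 months and 0.00519 in *Grin2b* substantia nigra at 1 month. With edgeR effects and no surrogate variables the latter was 0.00816. Knockout libraries kept in the fit left 0 genes in striatum at 3 months (27 without them).

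With an inter-gene correlation estimated from the data in place of 0.01, no list that passed in these comparisons did so. The adjusted p became, in striatum at 1 month, 0.478 for presynapse, 0.628 for nuclear oxidative phosphorylation, 0.574 for mitochondrially encoded oxidative phosphorylation and 0.470 for glycolysis, dopamine and serotonin, medium spiny neuron markers, cortical neuron markers, myelin, the paper's striatal myelin sheath genes, the paper's named synapse genes; in striatum at 3 months, 0.767 for nuclear oxidative phosphorylation and 0.687 for dopamine and serotonin; in PFC at 1 month, 0.639 for presynapse, postsynapse, nuclear oxidative phosphorylation; in PFC at 3 months, 0.561 for the paper's 3-month PFC myelin sheath genes; and in thalamus at 1 month, 0.457 for presynapse, RNA splicing, 0.264 for stress granule, astrocyte markers and 0.738 for thalamic neuron markers. It became 0.772 for the 4 lists of the age difference in striatum and 0.811 for presynapse in thalamus minus SSC.

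With the first principal component as a covariate, the adjusted p in striatum at 1 month was 0.395 for presynapse (direction turned), 0.00926 for postsynapse, 0.117 for nuclear oxidative phosphorylation, 0.0705 for mitochondrially encoded oxidative phosphorylation, 0.712 for dopamine and serotonin, 0.994 for medium spiny neuron markers (direction turned), 0.434 for cortical neuron markers (direction turned), 0.395 for the paper's striatal myelin sheath genes and 0.716 for the paper's named synapse genes (direction turned), and in thalamus at 1 month 0.0335 for postsynapse and 0.0420 for extracellular matrix. With the cortical marker score as a covariate it was, in striatum at 1 month, 0.0737 for presynapse, 0.0482 for postsynapse, 0.355 for the paper's named synapse genes and 0.00757 for activity-regulated genes.

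With each library left out in turn, counts of heterozygous genes in edgeR changed by more than 1.5 times as follows, with the count from all libraries and the range in brackets: PFC at 1 month (0; 0 to 1) had 1 without wild-type 3; PFC at 3 months (0; 0 to 1) had 1 without wild-type 4; SSC at 3 months (0; 0 to 4) had 4 without wild-type 4 and 1 without heterozygous 2; striatum at 3 months (27; 0 to 55) had 6 without wild-type 1, 0 without wild-type 2, 17 without wild-type 3, 55 without heterozygous 1, 4 without heterozygous 3 and 17 without heterozygous 5; *Grin2b* substantia nigra at 1 month (0; 0 to 280) had 280 without wild-type 5; *Grin2b* substantia nigra at 3 months (0; 0 to 1) had 1 without heterozygous 4.

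Among the knockout counts, with each library left out in turn, hippocampus at 1 month (0; 0 to 18) had 18 without wild-type 2 and 2 without knockout 4; SSC at 1 month (0; 0 to 30) had 30 without wild-type 6 and 4 without knockout 5; hippocampus at 3 months (1; 1 to 3) had 3 without knockout 5; PFC at 3 months (6; 0 to 561) had 29 without wild-type 1, 11 without wild-type 2, 561 without knockout 1, 1 without knockout 2 and 0 without knockout 4; substantia nigra at 3 months (0; 0 to 1) had 1 without wild-type 1 and 1 without knockout 4; SSC at 3 months (0; 0 to 1) had 1 without wild-type 4 and 1 without knockout 1; striatum at 3 months (0; 0 to 6) had 1 without wild-type 1, 2 without wild-type 3, 4 without knockout 2 and 6 without knockout 5; thalamus at 3 months (1550; 25 to 4542) had 56 without wild-type 1, 143 without wild-type 2, 131 without wild-type 3, 25 without wild-type 4, 4542 without knockout 1, 30 without knockout 3, 66 without knockout 4 and 48 without knockout 5; *Grin2a* substantia nigra at 1 month (1; 1 to 1599) had 1599 without wild-type 1 and 2 without knockout 4; *Grin2a* substantia nigra at 3 months (1; 0 to 2) had 0 without wild-type 2, 0 without wild-type 3, 0 without knockout 1, 2 without knockout 2, 0 without knockout 3, 0 without knockout 4 and 0 without knockout 6.

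For gene lists with each library left out in turn, the adjusted p from camera changed side or direction as follows, with the value from all libraries and the range in brackets: activity-regulated genes in striatum at 1 month (0.559; 0.0379 to 0.843) had 0.732 without wild-type 4 (turned), 0.0379 without heterozygous 4 and 0.843 without heterozygous 5 (turned); presynapse in striatum at 3 months (0.718; 0.0204 to 0.844) had 0.550 without wild-type 1 (turned), 0.0204 without wild-type 2, 0.337 without wild-type 3 (turned), 0.5003 without heterozygous 1 (turned) and 0.577 without heterozygous 5 (turned); postsynapse in striatum at 3 months (0.830; 0.167 to 0.996) had 0.249 without wild-type 2 (turned), 0.813 without heterozygous 2 (turned) and 0.883 without heterozygous 4 (turned); nuclear oxidative phosphorylation in striatum at 3 months (0.00680; 6.3e-06 to 0.944) had 0.944 without heterozygous 5 (turned); dopamine and serotonin in striatum at 3 months (0.00692; 2.3e-06 to 0.204) had 0.204 without wild-type 3; myelin in PFC at 3 months (0.846; 0.00828 to 0.945) had 0.00828 without wild-type 1, 0.813 without wild-type 2 (turned), 0.460 without wild-type 3 (turned), 0.449 without wild-type 5 (turned) and 0.844 without heterozygous 5 (turned); postsynapse in thalamus at 1 month (0.173; 0.0114 to 0.871) had 0.0164 without wild-type 2, 0.871 without heterozygous 3 (turned) and 0.0114 without heterozygous 4; extracellular matrix in thalamus at 1 month (0.141; 0.0238 to 0.867) had 0.0238 without wild-type 1, 0.0261 without wild-type 5 and 0.0495 without heterozygous 3; circadian clock in thalamus at 1 month (0.376; 0.138 to 0.957) had 0.957 without wild-type 2 (turned); thalamic neuron markers in thalamus at 1 month (0.0167; 7.3e-04 to 0.957) had 0.957 without wild-type 2, 0.0559 without heterozygous 1 and 0.147 without heterozygous 5; presynapse in SSC at 1 month (0.560; 0.0536 to 0.988) had 0.720 without wild-type 6 (turned) and 0.845 without heterozygous 4 (turned); postsynapse in SSC at 1 month (0.598; 0.0842 to 0.989) had 0.989 without wild-type 2 (turned), 0.886 without wild-type 4 (turned) and 0.640 without heterozygous 3 (turned).

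Of the named genes, the log2 fold change turned where 1 library was left out as follows: *Pclo* in striatum at 1 month (−0.12; −0.38 to 0.0116) had 0.0116 without heterozygous 4; *Arf6* in PFC at 3 months (−0.05; −0.0821 to 0.00843) had 0.00843 without wild-type 3; *Atp2b2* in thalamus at 1 month (0.05; −0.0327 to 0.0922) had −0.0327 without wild-type 2 and −0.00568 without wild-type 6; *Dagla* in substantia nigra at 3 months (0.04; −0.0397 to 0.12) had −0.0397 without wild-type 2, −0.00954 without heterozygous 4 and −0.0183 without heterozygous 5; *Grin2b* in *Grin2b* substantia nigra at 1 month (−0.17; −0.53 to 0.0390) had 0.0390 without wild-type 4; *Grin2b* in *Grin2b* substantia nigra at 3 months (−0.09; −0.22 to 0.0619) had 0.0619 without wild-type 1. The variance of effects moved in the same way: hippocampus at 1 month (0.0519; 0.0352 to 0.179) had 0.179 without heterozygous 1; substantia nigra at 3 months (0.116; 0.00882 to 0.125) had 0.00882 without heterozygous 4.

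Over the alternatives run for each of these lists, the adjusted p ran as follows: in striatum at 1 month, 7.2e-09 to 0.478 for presynapse, 0.00926 to 0.927 for postsynapse, 6.7e-10 to 0.628 for nuclear oxidative phosphorylation, 2.2e-12 to 0.574 for mitochondrially encoded oxidative phosphorylation, 5.1e-08 to 0.470 for glycolysis, 2.5e-07 to 0.712 for dopamine and serotonin, 2.4e-13 to 0.994 for medium spiny neuron markers, 2.6e-07 to 0.470 for cortical neuron markers, 7.0e-19 to 0.470 for myelin, 2.7e-05 to 0.470 for the paper's striatal myelin sheath genes, 1.9e-04 to 0.716 for the paper's named synapse genes, 0.00757 to 0.936 for activity-regulated genes; in striatum at 3 months, 0.0204 to 0.943 for presynapse, 0.128 to 0.996 for postsynapse, 3.8e-15 to 0.944 for nuclear oxidative phosphorylation, 2.3e-06 to 0.687 for dopamine and serotonin; in PFC at 1 month, 4.1e-12 to 0.639 for presynapse, 1.0e-06 to 0.639 for postsynapse, 1.4e-07 to 0.639 for nuclear oxidative phosphorylation; in PFC at 3 months, 4.5e-04 to 0.561 for the paper's 3-month PFC myelin sheath genes, 0.00828 to 0.990 for myelin; in thalamus at 1 month, 9.4e-06 to 0.457 for presynapse, 0.0114 to 0.871 for postsynapse, 7.4e-06 to 0.457 for RNA splicing, 3.3e-07 to 0.264 for stress granule, 0.0177 to 0.867 for extracellular matrix, 0.138 to 0.957 for circadian clock, 9.8e-08 to 0.264 for astrocyte markers, 2.7e-05 to 0.957 for thalamic neuron markers; in SSC at 1 month, 0.0536 to 0.988 for presynapse, 0.0572 to 0.989 for postsynapse; in the age difference in striatum, 4.3e-05 to 0.772 for presynapse, 2.9e-05 to 0.772 for nuclear oxidative phosphorylation, 0.00352 to 0.772 for dopamine and serotonin, 6.2e-05 to 0.772 for medium spiny neuron markers; in thalamus minus SSC, 0.00942 to 0.811 for presynapse.

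Over genes with a mean of at least 10 CPM in place of 1 (in brackets), the correlation of heterozygous and knockout effects was −0.19 (−0.0395) in hippocampus at 1 month, 0.00414 (0.10) in PFC at 1 month, −0.00980 (0.0187) in thalamus at 1 month, 0.20 (0.30) in PFC at 3 months and 0.0559 (0.12) in substantia nigra at 3 months, and that of substantia nigra effects 0.0273 (0.12) between *Dagla* and *Grin2a* at 1 month, 0.44 (0.29) between *Dagla* and *Grin2b* at 1 month and −0.25 (0.0276) between *Grin2a* and *Grin2b* at 1 month.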

Differences from the paper's values

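The variance of effects across genes, set beside the paper's transcriptome-wide impact, was estimated here with a mixture fit and in the paper with TRADE. In *Dagla* substantia nigra at 3 months, the paper's value is 0.0113783 and the value here 0.116; the values do not differ by the same measure with the genes kept by filterByExpr (0.00954), no surrogate variables (0.0859) and edgeR effects without surrogate variables (0.0315) or without wild-type 2 (0.0718), wild-type 3 (0.0526), wild-type 4 (0.0701), wild-type 5 (0.0899), heterozygous 2 (0.0728), heterozygous 3 (0.0738), heterozygous 4 (0.00882) and heterozygous 5 (0.101), and do differ without wild-type 1 (0.125) and heterozygous 1 (0.102). In *Grin2b* substantia nigra at 1 month, the paper's value is 0.00989511 and the value here 0.138; the values do not differ by the same measure with the genes kept by filterByExpr (0.00519), no surrogate variables (0.0827) and edgeR effects without surrogate variables (0.00816) or without wild-type 1 (0.0642), wild-type 2 (0.0665), wild-type 3 (0.0324), wild-type 4 (0.0555), heterozygous 1 (0.0631), heterozygous 2 (0.106), heterozygous 3 (0.0945) and heterozygous 4 (0.0408), and do differ without wild-type 5 (0.159) and heterozygous 5 (0.137). These alternatives were set before the data were examined. In the other 14 comparisons the difference lies within the jackknife error of the value here, which in each of them is larger than the value itself, so this is no sign of like values. In *Dagla* hippocampus, substantia nigra and striatum at 1 month the paper's values are 8.9e-06, 4.2e-05 and 0.00064, and the values here 0.0519, 0.0167 and 0.0748. In *Dagla* striatum at 3 months they are 0.00867 and 0.00568. With other settings the values do differ in *Dagla* substantia nigra at 1 month and *Dagla* striatum at 1 month without surrogate variables. With 1 library left out they differ in 4 of 11 fits for *Dagla* striatum at 1 month, 2 of 10 fits for *Dagla* PFC at 3 months, 6 of 10 fits for *Grin2a* substantia nigra at 1 month and 3 of 10 fits for *Grin2b* substantia nigra at 3 months and in 1 fit each for 6 others. Of the 14 values here, 13 are higher than the paper's over genes with at least 10 counts, which include genes counted in a few libraries alone, while over the genes kept by filterByExpr 7 of the 14 are lower.

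In thalamus at 1 month the paper places GTPase, circadian and extracellular matrix sets among those that changed. Here GTPase regulators had a median log2 fold change of 0.06 (camera, adjusted p = 0.373), circadian clock genes 0.06 (0.376) and extracellular matrix genes −0.11 (0.141), and none of these 3 lists passed. These lists are shorter than the paper's Gene Ontology sets and hold other genes. The paper ranked genes by the DESeq2 statistic in fgsea, so the same sets were not tested here. The extracellular matrix list passed with fgsea on the DESeq2 statistic (adjusted p = 0.0177), with the first principal component as a covariate (0.0420) and without wild-type 1 (0.0238), wild-type 5 (0.0261) or heterozygous 3 (0.0495), over a range of 0.0177 to 0.867 over its alternatives.

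For 1 month the paper describes synapse sets as moving opposite ways in thalamus and SSC of the same mutant. Here presynaptic genes rose in *Dagla*+/- thalamus with camera's preset correlation, and did not pass with an estimated one. Astrocyte and microglia scores were lower in the same thalamus libraries, though not after adjustment. In SSC presynaptic genes had a median of 0.02 with 23 of 32 above wild-type (camera, adjusted p = 0.560), and postsynaptic genes −0.02 with 16 of 29 below (0.598). The presynapse direction in SSC was downward without wild-type 6 (0.720), without heterozygous 4 (0.845) and with the replicate number as a block (0.672), and over its alternatives the adjusted p ran from 0.0536 to 0.988.

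The paper states that *Grin2b*+/- mice had more changed genes at 1 month than at 3 months over their regions. In substantia nigra alone, edgeR called 0 and 0 (1567 and 1535 at an unadjusted p under 0.05), DESeq2's Wald test 52 and 184, and edgeR without wild-type 5 280 at 1 month. The DESeq2 counts run opposite to the order that the paper gives. The 280 come from a fit that leaves out 1 library, so no order of the ages is drawn from them.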

Other observations

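Of the tests in this part, DESeq2 without knockout 5 was chosen only after the result was seen. In *Dagla* knockout thalamus at 3 months, edgeR called 1033 genes higher and 517 lower than in wild-type thalamus (1550 in all, 5802 at an unadjusted p under 0.05, and 3607 in DESeq2). Among called genes with a mean of at least 1 CPM and each library on 1 side of the wild-type mean, the largest rises were *Six3*, which encodes a homeobox factor of the forebrain, at a log2 fold change of 4.88, *Gm21985* at 4.51, *Srp54a*, which encodes a subunit of the signal recognition particle, at 4.07, *Trh*, which encodes thyrotropin-releasing hormone, at 3.94, and *Cckar*, which encodes a cholecystokinin receptor, at 3.83. The largest falls were *Pdyn*, which encodes prodynorphin, at −4.52, *Ctxn3* at −4.41, *Sycp2l* at −4.24, *Cbln1*, which encodes the synapse organizer cerebellin 1, at −4.13, and *Clec18a* at −3.74, and each of these 10 genes had 5 of 5 knockout libraries on 1 side of the wild-type mean. Of 60 splits of the libraries, 1 gave as many genes, the real one (1550 genes, highest other 1), so the other groupings drawn did not reach this count. Depth differed between the groups. Knockout 3, 4 and 5 had totals of 97747361, 81544071 and 84484449, and knockout 1 and 2 had 46225032 and 48312892. Wild-type totals ran from 39619821 to 60088730. Marker scores were not computed for knockout libraries, so neither depth nor the tissue sampled was tested as a source. The outcome set beforehand for a strain variant linked to *Dagla* was not seen, since 3.19% of the called and 3.15% of the other genes lay on chromosome 19 (Fisher's exact test, p = 0.492). A share over the whole chromosome cannot show a short stretch near *Dagla*. Nor can it show a linked variant that acts on genes of other chromosomes, so this source stays open. The count was 56 without wild-type 1, 143 without wild-type 2, 131 without wild-type 3, 25 without wild-type 4, 4542 without knockout 1, 30 without knockout 3, 66 without knockout 4 and 48 without knockout 5.

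Ribosomal protein genes moved in several heterozygous comparisons (median log2 fold change, genes on that side of wild-type, and adjusted p from camera with the preset and with an estimated correlation). In *Dagla*+/- thalamus at 1 month they were lower (−0.21, 77 of 79 below, adjusted p = 3.6e-40 and 0.389), as in *Dagla*+/- PFC at 3 months (−0.11, 77 of 79 below, adjusted p = 4.6e-15 and 0.561), and in *Dagla*+/- striatum at 3 months higher (0.14, 76 of 79 above, adjusted p = 1.8e-11 and 0.687). In the same thalamus libraries astrocyte and microglia scores were below the wild-type mean in 5 of 5 heterozygous libraries (exact permutation p = 0.0390 and 0.0476, adjusted p = 0.333 each). In PFC at 3 months, extracellular matrix genes (0.39, 20 of 22 above, adjusted p = 2.4e-09 and 0.561), activity-regulated genes (0.41, 12 of 12 above, adjusted p = 4.3e-06 and 0.561), astrocyte markers (0.22, 10 of 10 above, adjusted p = 3.6e-08 and 0.561), vascular markers (0.33, 10 of 10 above, adjusted p = 5.3e-07 and 0.561) and mitochondrially encoded respiratory genes (0.23, 13 of 13 above, adjusted p = 1.1e-05 and 0.561) were higher. In striatum at 3 months, myelin genes (0.27, 15 of 15 above, adjusted p = 8.4e-09 and 0.687) and activity-regulated genes (0.22, 11 of 12 above, adjusted p = 0.00692 and 0.687) were higher, with the nearly empty library among the wild-type mice.

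In *Grin2a* knockout substantia nigra, *Grin2a* changed by a log2 fold change of −1.46 at 1 month and −1.72 at 3 months, with 5 of 5 libraries below the wild-type mean at each age. *Dagla* changed by −0.84 in *Dagla* knockout hippocampus at 3 months, with 5 of 5 below. *Grp*, which encodes gastrin-releasing peptide, changed by −1.05 in knockout PFC at 3 months (7.86 ± 4.99 against 20.3 ± 1.74 CPM, SD, n = 5 each); the nearly empty knockout 5 is among its 5 libraries below the wild-type mean, and it is 1 of 6 called genes, a count that was 0 in DESeq2 and 0 to 561 in edgeR with each library left out. Among genes at an unadjusted p under 0.05 in edgeR, the share on the chromosome of the mutated gene was higher than among the other genes (1-sided Fisher's exact test, p under 0.05, not adjusted) in 5 of 30 heterozygous and knockout comparisons, where 1 or 2 are expected by chance: 6.56% against 4.91% (p = 0.00423) in *Grin2b*+/- substantia nigra at 3 months, 4.35% against 2.85% (p = 0.0142) and 3.78% against 2.82% (p = 0.0324) in *Grin2a*+/- substantia nigra at 1 and 3 months, 3.804% against 2.76% (p = 0.00219) in *Grin2a* knockout substantia nigra at 1 month, and 4.26% against 2.93% (p = 1.0e-04) in *Dagla* knockout PFC at 1 month.

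The libraries of each comparison were split anew into groups of the same sizes 60 times, the real split included, with edgeR (the mice are *Dagla* unless *Grin2a* or *Grin2b* is named). Where the real heterozygous count was 0 (410 to 4111 genes at an unadjusted p under 0.05, 0 to 685 in DESeq2), any split reaches it (60 of 60), so these splits decide nothing about chance; the highest count of another split was at 1 month 448 in hippocampus, 5 in PFC, 1 in substantia nigra, 191 in SSC, 0 in striatum, 83 in thalamus, 4 in *Grin2a* substantia nigra and 1 in *Grin2b* substantia nigra, and at 3 months 39 in hippocampus, 94 in PFC, 1 in substantia nigra, 336 in SSC, 1222 in thalamus, 2 in *Grin2a* substantia nigra and 36 in *Grin2b* substantia nigra. The counts of 448, 191, 83, 39, 94, 336, 1222 and 36 point to a structure of the samples, which was not tested further; in each of these comparisons 2 to 7 of the 59 other splits called any gene. Striatum at 3 months had 27 genes, reached by 1 of 60 splits (highest other 2). The count was 6 without wild-type 1, 0 without wild-type 2 and 17 without wild-type 3. It was 55 without heterozygous 1, 4 without heterozygous 3 and 17 without heterozygous 5. Wild-type 2 is the nearly empty library, and DESeq2 called 0 genes with all libraries, so these splits do not exclude chance. The smallest share they give is 1 of 60, and among 16 heterozygous comparisons a count can reach it without an effect. In striatum at 1 month, 1 of 60 splits had as many genes at an unadjusted p under 0.05 as the real one (4111; highest other 3746), and in the other comparisons with a count of 0, 3 to 50 splits had.

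For knockout mice under the same 60 splits, where the real count was 0 (540 to 3292 at an unadjusted p under 0.05, 0 to 502 in DESeq2), any split reaches it (60 of 60), so these splits decide nothing about chance; the highest other split called at 1 month 62 in hippocampus, 1727 in PFC, 1040 in substantia nigra, 256 in SSC, 2 in striatum and 115 in thalamus, and at 3 months 1 in substantia nigra, 83 in SSC and 6 in striatum, where the counts over 50, from comparisons in which 3 to 9 of the 59 other splits called any gene, point to a structure of the samples that was not tested further. At an unadjusted p under 0.05, 4 to 40 of 60 splits of these comparisons had as many genes as the real one. Few splits reached the count of hippocampus at 3 months, 1 (reached by 1 of 60 splits, highest other 0), and of *Grin2a* substantia nigra at 3 months, 1 (reached by 2 of 60 splits, highest other 1). The genes called there were *Dagla* and *Grin2a*, the mutated genes. Among 14 knockout comparisons a count can be reached this seldom without an effect, so the splits alone do not exclude chance. Nor do they for PFC at 3 months, 6 (reached by 3 of 60 splits, highest other 466), and for the count of *Grin2a* substantia nigra at 1 month, 1 (reached by 3 of 60 splits, highest other 414). There, 12 and 2 of the 59 other splits called any gene, and the highest again point to a structure of the samples. The splits test the number of genes and not which gene: the 1 called in *Grin2a* substantia nigra at 1 month is *Grin2a* itself (adjusted p = 6.2e-04, log2 fold change −1.46), at 23.1 to 25.8 CPM in the 5 knockout and 51.9 to 84.0 in the 5 wild-type libraries, which do not overlap, so its own fall is not left to chance by that count. With libraries left out one at a time, hippocampus at 3 months had 3 without knockout 5; PFC at 3 months 29 without wild-type 1, 11 without wild-type 2, 561 without knockout 1, 1 without knockout 2 and 0 without knockout 4; *Grin2a* substantia nigra at 1 month 1599 without wild-type 1 and 2 without knockout 4 and at 3 months 0 without wild-type 2, 0 without wild-type 3, 0 without knockout 1, 2 without knockout 2, 0 without knockout 3, 0 without knockout 4 and 0 without knockout 6. In DESeq2, knockout PFC at 3 months had 0 genes with all libraries and 789 without knockout 5.

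The variance of effects was set against 21 splits of the same libraries (in brackets, the number of splits with a value as large, the real one included, and the highest other value). Over genes with at least 10 counts, no other split drawn reached the value of *Grin2b* substantia nigra at 1 month, 0.138 (1; 0.113). Over the genes kept by filterByExpr its value was 0.00519 (3; 0.0481). The smallest share these splits give is 1 of 21, and among 16 comparisons about 1 is expected to reach it without an effect, so chance cannot be excluded here. Over genes with at least 10 counts it cannot be excluded at 1 month for hippocampus 0.0519 (20; 0.133), PFC 0.000274 (21; 0.137), substantia nigra 0.0167 (20; 0.188), SSC 0.0149 (16; 0.121), striatum 0.0748 (9; 0.140), thalamus 0.0608 (20; 0.203) and *Grin2a* substantia nigra 0.0479 (20; 0.249), nor at 3 months for hippocampus 0.0681 (4; 0.0998), PFC 0.132 (5; 0.165), substantia nigra 0.116 (7; 0.209), SSC 0.0540 (12; 0.231), striatum 0.00568 (2; 0.00988), thalamus 0.0563 (11; 0.112), *Grin2a* substantia nigra 0.0734 (5; 0.109) and *Grin2b* substantia nigra 0.111 (3; 0.131).

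Heterozygous and knockout effects share their wild-type libraries, which raises their correlation without any effect. Over genes of at least 1 CPM, the Pearson r of the 14 comparisons ran from −0.0395 in hippocampus at 1 month to 0.96 in striatum at 3 months, which shares the nearly empty library, and was above the highest of the simulated unchanged groups in 5. Among these it was 0.63 in striatum at 1 month (simulated unchanged groups 0.46, wild-type mice divided between the comparisons 0.36) and 0.74 in thalamus at 3 months (simulated unchanged groups 0.50, wild-type mice divided between the comparisons 0.32). Other values lay far below the simulated mean. At 1 month r was −0.0395 in hippocampus (simulated 0.43), 0.10 in PFC (0.46) and 0.0187 in thalamus (0.46). In *Dagla* substantia nigra at 3 months it was 0.12 (0.50). The simulation drew each gene on its own, without variation that genes of a library share. A value beyond its range therefore does not show an effect shared by heterozygous and knockout mice. Between lines in substantia nigra, r was 0.12 at 1 month and 0.48 at 3 months for *Dagla* and *Grin2a*, 0.29 and 0.35 for *Dagla* and *Grin2b*, and 0.0276 and 0.64 for *Grin2a* and *Grin2b*. Spearman's rho for the same pairs was 0.00339 and 0.36, 0.36 and 0.21, and −0.31 and 0.30, and over genes of at least 10 CPM the Pearson r of *Grin2a* and *Grin2b* was −0.25 and 0.48. No value for unchanged groups was computed for these pairs of lines.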
